# The m^6^A pathway facilitates sex determination in *Drosophila*

**DOI:** 10.1038/ncomms15737

**Published:** 2017-07-04

**Authors:** Lijuan Kan, Anya V. Grozhik, Jeffrey Vedanayagam, Deepak P. Patil, Nan Pang, Kok-Seong Lim, Yi-Chun Huang, Brian Joseph, Ching-Jung Lin, Vladimir Despic, Jian Guo, Dong Yan, Shu Kondo, Wu-Min Deng, Peter C. Dedon, Samie R. Jaffrey, Eric C. Lai

## Abstract

The conserved modification *N*^6^-methyladenosine (m^6^A) modulates mRNA processing and activity. Here, we establish the *Drosophila* system to study the m^6^A pathway. We first apply miCLIP to map m^6^A across embryogenesis, characterize its m^6^A ‘writer’ complex, validate its YTH ‘readers’ CG6422 and YT521-B, and generate mutants in five m^6^A factors. While m^6^A factors with additional roles in splicing are lethal, m^6^A-specific mutants are viable but present certain developmental and behavioural defects. Notably, m^6^A facilitates the master female determinant *Sxl*, since multiple m^6^A components enhance female lethality in *Sxl* sensitized backgrounds. The m^6^A pathway regulates *Sxl* processing directly, since miCLIP data reveal *Sxl* as a major intronic m^6^A target, and female-specific *Sxl* splicing is compromised in multiple m^6^A pathway mutants. YT521-B is a dominant m^6^A effector for *Sxl* regulation, and YT521-B overexpression can induce female-specific *Sxl* splicing. Overall, our transcriptomic and genetic toolkit reveals *in vivo* biologic function for the *Drosophila* m^6^A pathway.

## Abstract (web summary)

*N* ^6^-methyladenosine (m^6^A) is a conserved RNA modification that has recently emerged as an important regulator of messenger RNA processing and activity. Here, the authors provide evidence that m6A pathway facilitates female-specific splicing of *Sxl*, regulating sex determination in *Drosophila*.

Of the ∼100 post-transcriptional chemical modifications to RNA known, *N*^6^-methyladenosine (m^6^A) is the most prevalent modification in messenger RNA (mRNA)^1^. Although methylated mRNA was described over 40 years ago^2^,^3^, understanding the biological roles of m^6^A during most of this time was limited by lack of knowledge of molecular mechanisms that generate and interpret this modification, uncertainty on identities of methylated transcripts, and paucity of genetic mutants in specific m^6^A pathway components that could reveal *in vivo* requirements of this nucleoside modification^4^. However, the past few years have witnessed remarkable progress on all of these fronts^5^.

While METTL3 was identified as the central catalytic subunit of the large mammalian m^6^A-methyltransferase complex (MTC) some time ago^6^, other components in the ‘writer’ complex were appreciated more recently. The annotated methyltransferase factor METTL14 and the splicing regulators WTAP, KIAA1429 and RBM15/RBM15B also associate with the MTC and are functionally required for normal accumulation of m^6^A (refs 7, 8, 9, 10, 11). Recent structural studies clarify that METTL14 binds directly to METTL3, but lacks methyltransferase activity and instead serves a structural role in the MTC^12^,^13^,^14^. WTAP may scaffold the MTC and RBM15/RBM15B recruits the MTC to target sites of modification. Reciprocally, the identification of m^6^A demethylase ALKBH5^15^,^16^ indicates that methylation can be ‘erased’. m^6^A marks are bound by different ‘readers’, notably including by factors bearing YTH domains (for example, YTHDC1/2 and YTHDF1/2/3)^9^,^17^,^18^,^19^.

The m^6^A writers, erasers and readers comprise a system for epitranscriptomic regulation, akin to chromatin-based epigenetic systems. This framework is bolstered by transcriptomewide mappings of methylated regions^19^,^20^,^21^, catalogues that were refined by identification of specifically methylated adenosines^22^,^23^,^24^. Diverse functional consequences of m^6^A and/or m^6^A factors have been reported, including by promoting mRNA splicing^8^,^19^, pri-miRNA processing^25^, affecting RNA structure^26^, facilitating mRNA degradation^10^, promoting expression^27^ and/or canonical translation^28^, and promotion of cap-independent translation^29^,^30^.

Most studies of m^6^A biology and mechanism have been performed in yeast and in mammalian cell culture. The *Drosophila* system offers attractive possibilities for combining molecular, genetic and genomic approaches to studying mRNA methylation, especially within tissue-specific settings that are not well-addressed by cell models. However, few studies of the m^6^A pathway have yet been performed in flies. One study reported the *Drosophila* METTL3 ortholog dIME4 is essential for viability, and that hypomorphic mutants displayed aberrant ovarian organization and sterility^31^. Beyond this, the *Drosophila* orthologs of mammalian m^6^A ‘writer’ factors WTAP, KIAA1429 and RBM15/RBM15B were previously identified in *Drosophila* as Fl(2)d^32^, Virilizer^33^ and Spenito (Nito)^34^, respectively. Interestingly, these genes affect a common regulatory pathway, as all three are required for female-specific splicing of the master sex determination factor Sex-lethal (Sxl)^35^,^36^. Fl(2)d and Virilizer form a complex to regulate alternative splicing^37^, similar to their mammalian homologues^9^. These findings suggest the possibility that sex determination might be linked to m^6^A modifications.

Here, we generate a genomic and genetic toolkit to explore the m^6^A pathway in *Drosophila*. In particular, we produce single-nucleotide resolution maps of methylated transcripts, characterize the *Drosophila* methyltransferase complex, validate *Drosophila* YTH factors as m^6^A readers, and use CRISPR/Cas9 to mutagenize the writer and reader machinery. Mutants in dedicated m^6^A pathway components are viable but exhibit specific gonadal and behavioural phenotypes. Notably, we demonstrate that m^6^A writer factors and YTH readers, particularly YT521-B, facilitate female-specific splicing of *Sxl*, highlighting sex determination as a substantial *in vivo* process that involves RNA methylation.

## Results

### Single nt resolution mapping of m^6^A across fly embryogenesis

Methyl-RNA immunoprecipitation and sequencing using m^6^A-specific antibodies has been utilized to map m^6^A-modified transcripts in different species^4^. Recently, we showed that m^6^A individual-nucleotide-resolution cross-linking and immunoprecipitation (miCLIP) induces specific mutational signatures that precisely identify methylated adenosines^23^. We applied miCLIP to six embryo developmental stages that interrogate the maternal transcriptome (T1: 0–45′ and T2: 45–90′), and successive timepoints following activation of zygotic transcription (T3: 1.5–6 h, T4: 6–12 h, T5: 12–18 h and T6: 18–24 h). 

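In miCLIP, fragmented poly(A) RNA is cross-linked to an antibody against m6A with ultraviolet light and immunoprecipitated, so the reads of a gene depend on its abundance and on its methylation. A single miCLIP library was made from each of the 6 timepoints, so no value from these libraries has a replicate and each difference describes these libraries only. The paper names Canton S as the strain of the embryos, as does the growth protocol in the sample records, whereas their strain entry names yw. The authors trimmed adaptors with Flexbar, removed PCR duplicates with pyCRAC, mapped the reads with Subread-align and counted them on genes with featureCounts. They deposited 1 table of FPKM values for 14977 genes. Since these values rise in steps of a single read, the reads on each gene could be recovered from them. T1 had 7348841 reads on genes, T2 4251686, T3 14484576, T4 6772158, T5 11908101 and T6 6210092, with a median of 7060500. The paper reports between 14313512 (T2) and 53881072 (T3) mapped reads for the same libraries (Supplementary Data 1), and the values here rest on the reads on genes. The reads on genes made up 32.6% of the mapped reads in T1 and 23.6% in T4, but 11.8% in T6. Sequencing was paired-end, and whether both numbers count single reads or pairs is not known, so these shares may mix units. Between 28.9% and 52.5% of the genes in the table were listed at 0 in a miCLIP library, most of them in T1.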

The miCLIP libraries were sequenced to depths of ∼14–50 million mapped reads (Supplementary Data 1) and subjected to our pipeline for identification of cross-linking–induced mutation sites (CIMSs).

C→T transitions are enriched at genuine m^6^A sites in human miCLIP data^23^. Similarly, amongst various nucleotide substitution types in fly miCLIP data, only C→T transitions were preferentially enriched in preceding A residues (Supplementary Fig. 1). We subsequently filtered these calls for known *D. melanogaster* SNPs (Supplementary Data 2). To illustrate the utility of miCLIP, we analysed ribosomal RNAs. As we recently showed that miCLIP specifically recovers the known m^6^A sites in human 18S and 28S rRNA^23^, we surveyed the homologous regions of *Drosophila* rRNAs. Our miCLIP data recovered signatures for highly modified adenosines in AA*C triplets (where A* denotes methylated adenosine) in both *Drosophila* 18S and 28S rRNA (Fig. 1a,b). The sequence contexts were conserved between fly and human rRNA subunits, and these modifications were specific since other AAC sites in the vicinity lacked CIMS (Fig. 1a,b). Altogether, these data provide evidence that miCLIP of *D. melanogaster* RNA results in C→T transitions that can identify specific m^6^A sites.

In other species, m^6^A is enriched in local consensus motifs such as RAC/DRACH^4^. A majority of fly CIMS sites are preceded by A (*P*<0.0002), and of these ‘AC’ sites, a majority fell into an RAC context (62–68% across libraries). Accordingly, we observe statistical enrichment for RAC (*P*<0.00004) and DRACH (*P*<0.0001) at CIMS sites across all libraries (Supplementary Data 2). We note the nucleotides surrounding CIMS are not as strongly biased as in mammalian RNA subjected to miCLIP^23^. De novo motif analysis at CIMS preceded by A yielded mild enrichment of a DRACH-like consensus (Fig. 1c). The motifs differed from those in mammals in that m^6^A site contexts showed more A than G in the ‘DR’ positions. This may suggest a slightly different context for m^6^A in *Drosophila*. Nevertheless, we still observe positional enrichment of GGA and GAC at CIMS sites (Fig. 1d and Supplementary Fig. 2), indicating a bias towards the core context seen in other species. Overall, the CIMS preceded by adenosine, filtered for SNPs, define a catalogue of 21892 methylated sites that includes 4501 genes (Supplementary Data 3). Details of CIMS calls that map to annotated genes and their locations are provided in Supplementary Data 4.

The bulk of CIMS calls in different timepoints were located in coding sequences (Fig. 1e and Supplementary Fig. 3). However, as UTRs occupy less space in the transcriptome, metagene plots of miCLIP reads at CIMS sites indicate relative m^6^A enrichment in 5′ UTRs and 3′ UTRs relative to coding regions (Fig. 1f). In addition, there was also local m^6^A enrichment in the vicinity of stop codons. These properties are analogous to those reported for m^6^A in mammals^19^,^20^. We note that intronic CIMS are rare in the two earliest timepoints, and recorded in only 7–8 genes in timepoints 1–2. This may be expected as these temporal windows mostly sample the maternal transcriptome. 

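The T1 and T2 mRNA-seq libraries, of which there is 1 per timepoint, had nearly the same ranking of genes. Across the 4802 genes with an FPKM of at least 1 in each of the 12 libraries, their Spearman correlation was 0.947, against 0.713 between T1 and T3. Of the 8 genes that Supplementary Data 6 lists with intronic CIMS in T1, 7 were matched by name in the deposited table, and 2 of these had an FPKM below 1 in T1 mRNA-seq. For T2, 6 of the 7 listed genes were matched and 2 were below 1 in T2 mRNA-seq. These numbers of genes are too small for a share, whose 95% Wilson interval for T1 runs from 8.22% to 64.1%. Of the 7666 genes with an FPKM of at least 1 in T3 mRNA-seq, 12.5% were below 1 in T1 and 13.2% were below 1 in T2, which are the genes that the maternal libraries lacked at this threshold.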

Overall, we may not expect much m^6^A to be mapped in the miCLIP procedure since it incorporates poly-A selection. However, more intronic CIMS were observed following zygotic transcription, with 71–150 genes containing intronic CIMS in timepoints 3–6 (Supplementary Data 3). 

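Supplementary Data 6 lists 150 genes with intronic CIMS in T3, 91 in T4, 78 in T5 and 71 in T6, of which 138, 85, 74 and 66 were matched in the deposited table. Of the T3 genes, 21.7% had an FPKM below 1 in T1 mRNA-seq (95% Wilson interval 15.7% to 29.3%). The share was 17.6% for the T4 genes (11.0% to 27.1%), 29.7% for the T5 genes (20.5% to 40.9%) and 34.8% for the T6 genes (24.5% to 46.9%). Most genes with intronic CIMS after zygotic activation were thus at or above this threshold in T1 mRNA-seq. Of all genes with an FPKM of at least 1 in the mRNA-seq library of the same timepoint, 12.5% were below 1 in T1 for T3, 22.1% for T4, 33.1% for T5 and 32.6% for T6. The interval of the T3 genes lies above this share, and those of the T4, T5 and T6 genes include it. The listed genes were not held to this threshold in the mRNA-seq library of their own timepoint. The difference in T3 may therefore come from this filter. With an FPKM below 5 counted as not expressed, the shares in T1 mRNA-seq were 35.5% for the T3 genes, 29.4% for T4, 44.6% for T5 and 50% for T6. At this higher threshold the T6 genes thus had no majority.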

We return to this point later.

We generated ∼50 million reads of mRNA-seq data from each embryo timepoint used for miCLIP (Supplementary Data 1). 

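The mRNA-seq libraries, also 1 per timepoint, were made from aliquots of the RNA used for miCLIP and were mapped, counted and normalized to FPKM in the same way. They had between 23127955 (T2) and 25486971 (T4) reads on genes, with a median of 24360862. The paper reports between 49371237 and 55719244 mapped reads, of which these are 45.7% to 46.8%, with the same limit on units as in miCLIP. Genes listed at 0 made up 15.8% to 28.6% of the table. The FPKM values of a library do not sum to a fixed total, and the sums of both assays were higher in T6 than in T1. They were 314435 in T1 mRNA-seq and 1060882 in T6 mRNA-seq, against 463460 and 988201 in miCLIP. The values were compared as deposited, and each library scaled to a sum of 1000000 was an alternative. A miCLIP over mRNA-seq ratio was taken as the difference of log2(FPKM + 1), which understates the ratio of genes with low values, over genes with an FPKM of at least 1 in both libraries of a timepoint. With 1 library per assay and timepoint, no test across genes was made.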

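The Spearman correlation between the log2(FPKM + 1) values of miCLIP and mRNA-seq was computed across genes within each timepoint. It was 0.579 in T1 (5383 genes), 0.792 in T2 (6338 genes), 0.870 in T3 (7312 genes), 0.864 in T4 (8156 genes), 0.766 in T5 (9110 genes) and 0.497 in T6 (8762 genes). Genes are not independent replicates, so these values carry no p-value. Each miCLIP library was also set against the mRNA-seq libraries of the other timepoints. T1, T3, T4 and T5 miCLIP correlated best with their own timepoint, which makes 4 of the 6 libraries. T2 miCLIP correlated best with T1 mRNA-seq, at 0.817, close to its own value. T6 miCLIP correlated best with T5 mRNA-seq, at 0.715, and its correlation with T4 mRNA-seq, 0.576, was also above that with its own timepoint. T6 values of the miCLIP over mRNA-seq ratio carry this mismatch. The choice of genes moved these values. Over all genes above 0 in either library the T1 correlation was 0.801, and over genes with a mean FPKM of at least 10 it was 0.440 in T1 and 0.0692 in T6.

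**Figure D1:**
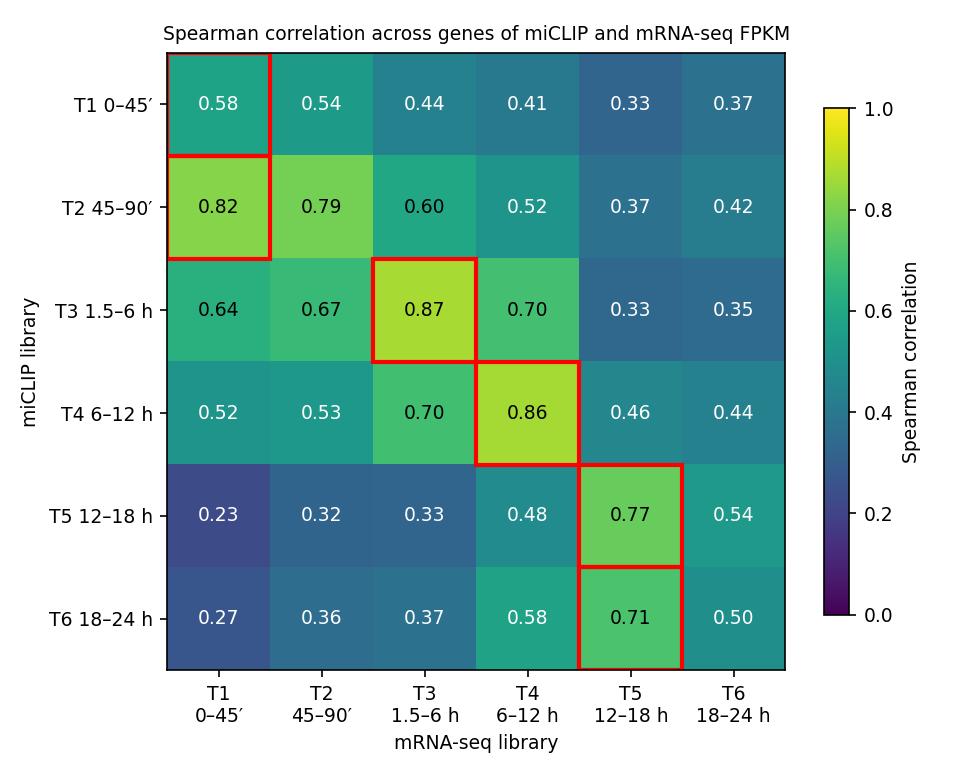
Spearman correlation across genes between each miCLIP library (vertical axis, T1 to T6) and each mRNA-seq library (horizontal axis, T1 to T6), on log2(FPKM + 1) values, with a red box around the highest value of each miCLIP library. The box lies off the diagonal for T2 (0.817 with T1) and T6 (0.715 with T5).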

The mRNA-seq and miCLIP data were generally correlated (Fig. 1g and Supplementary Fig. 4). We analysed those genes bearing CIMS calls and >2-fold enrichment in miCLIP reads over mRNA-seq. 

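Over all genes with an FPKM of at least 1 in both libraries, 1336 were over 2-fold higher in miCLIP than in mRNA-seq in T1, 748 in T2, 728 in T3, 664 in T4, 1306 in T5 and 1807 in T6. Over 2-fold lower were 878, 683, 485, 592, 1502 and 2395 genes. The split depends on the scale of the libraries, and in T1 also on the choice of genes. As deposited, 60.3% of the genes past 2-fold in T1 were higher in miCLIP, 52.3% in T2, 60.0% in T3 and 52.9% in T4. With each library scaled to a sum of 1000000 these shares were 32.4%, 24.1%, 47.6% and 24.0%, so that the direction of the majority changed in all of T1 to T4. That scaling moved the median log2 ratio over genes from 0.28 to -0.26 in T1 and from 0.01 to -0.38 in T2. With the ratios centred on their median the shares were 45.4%, 51.6%, 69.3% and 59.9%. Over all genes above 0 in either library they were 40.0%, 54.1%, 68.9% and 60.7%. The T1 majority thus changed with this choice too, with 1643 genes higher and 2468 lower. Scaling by the sum also counts the mitochondrial large rRNA. From T1 to T4 it made up 8.33%, 15.9%, 8.32% and 9.71% of the reads on genes in miCLIP. In mRNA-seq it made up 0.684%, 0.715%, 0.944% and 0.816%. That excess in miCLIP lowers the scaled ratios of other genes, and how much of the change it accounts for was not tested. Supplementary Data 5 lists genes with CIMS that are already higher in miCLIP, since no gene in its T1 to T5 lists has a fold below 1.50 by the paper's values. The part of a list over 2-fold is therefore not a share of all genes with CIMS. Of the listed genes, 117 of the 228 matched in T1 were over 2-fold higher in miCLIP, 103 of 206 in T2, 309 of 652 in T3, 242 of 544 in T4 and 356 of 539 in T5. The paper's own lists hold 234, 208, 670, 554 and 545 genes, of which its values put 125, 111, 366, 263 and 369 over 2-fold. Its log2 values carry no pseudocount, and without one the matched genes over 2-fold numbered 121, 111, 361, 260 and 366. The T6 list is not used here.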

In libraries that represent zygotic transcription (T3–T6), we observed enrichment of Gene Ontology (GO) terms for sequence specific transcription factors (Supplementary Data 5); this was not seen in maternal libraries (T1–T2). 

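A list of 121 sequence-specific transcription factors, written from general knowledge without these libraries, was used to describe this class in all 6 timepoints, since a median ratio can be given without CIMS calls. Of these, 117 are in the table. Each timepoint's median log2 ratio of miCLIP over mRNA-seq was set against 10000 random lists of the same size matched on the mean of the log2 values. In T1 the median was 1.05 over 37 genes, against 0.02 for random lists, and in T2 it was 0.52 over 61 genes, against 0.10. It was 0.83 over 109 genes in T3, 0.80 over 116 in T4, 1.18 over 109 in T5 and 1.51 over 107 in T6. The list lay at the 99.9th percentile of the random lists in T2 and above all of them in the other timepoints. In T1 it fell to the 87.0th percentile over the 23 genes with a mean FPKM of at least 10. Over all genes above 0 in either library, its T1 median was -0.22 over 117 genes, still at the 100th percentile. With random lists matched on the mRNA-seq value alone, it lay at the 95.9th in T1 and the 84.6th in T2. With each library scaled to a sum of 1000000, the medians were 0.53 in T1, 0.15 in T2, 0.73 in T3 and 0.51 in T4. Among genes that Supplementary Data 5 puts over 2-fold, the list has 1 member in T1, 3 in T2, 40 in T3, 33 in T4 and 29 in T5. The measure differs from a GO term test on genes with CIMS calls, and the percentile describes these libraries without a replicate.

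**Figure D2:**
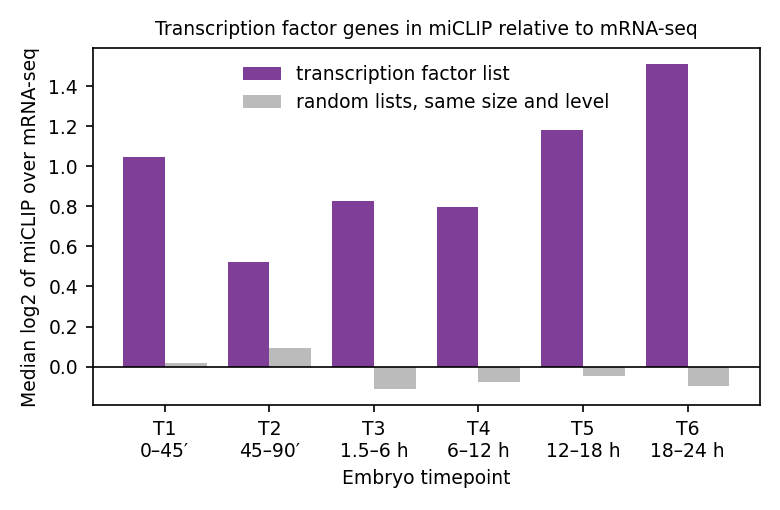
Median log2 ratio of miCLIP over mRNA-seq (vertical axis) in T1 to T6 (horizontal axis) for the transcription factor list and for random lists of the same size, shown as bars starting at 0. The bars of the list lie between 0.52 and 1.51, and the median of the random lists lies between -0.11 and 0.10.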

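The homeotic gene *Ubx* had an FPKM of 10.9 in T1 miCLIP, 16.9 in T2, 47.0 in T3, 107.6 in T4, 64.7 in T5 and 83.4 in T6. In mRNA-seq, *Ubx* was at 0.394, 0.464, 8.58, 16.7, 11.9 and 6.4. These are values for the whole gene, so they do not separate its 5′ UTR from the rest. The log2 ratio of *Ubx* was 2.32 in T3, 2.62 in T4, 2.35 in T5 and 3.51 in T6. Among the genes of each timepoint, *Ubx* stood at percentile 98.5, 98.8, 98 and 97.2. Without a pseudocount, the T3 ratio was 2.45, with an interval of 2.36 to 2.55. That interval is an exact 95% Clopper-Pearson interval for 3570 miCLIP and 1235 mRNA-seq reads. Such intervals cover counting error only, since any PCR copies left after the removal of duplicates are not independent molecules. The early libraries also held *Ubx* reads, with 446 in T1 and 416 in T2 miCLIP against 72 and 77 in mRNA-seq. Their mRNA-seq values lie below the threshold of 1, and the log2 ratios without a pseudocount were 4.79 (4.43 to 5.17) and 5.19 (4.83 to 5.56). In T1, 13 of 127 other genes that were below 0.5 in T1 and T2 mRNA-seq and deeply read in later miCLIP libraries had at least the same share of early miCLIP reads as *Ubx*, and in T2 none had (0 of 127). Their median share was 0.0207% in T1 and 0.215% in T2, against 3.87% and 3.61% for *Ubx*.

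**Figure D3:**
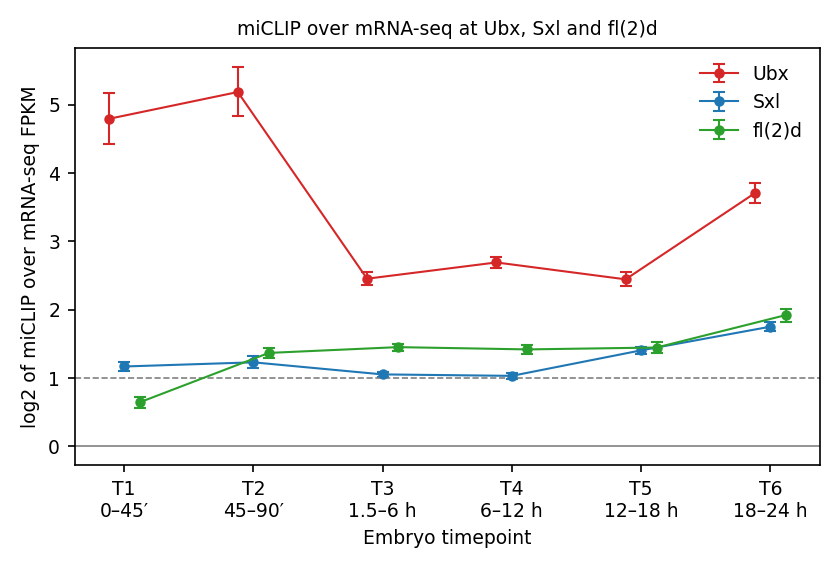
Log2 ratio of miCLIP over mRNA-seq FPKM without a pseudocount (vertical axis) in T1 to T6 (horizontal axis) for *Ubx*, *Sxl* and *fl(2)d*, with 95% counting intervals from the reads of the single libraries and a dashed line at a log2 ratio of 1. *Ubx* lies highest in each timepoint, between 2.44 and 5.19.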

Figure 1h illustrates *Ubx* as a TF-encoding locus with preferential miCLIP reads relative to mRNA-seq data within its 5′ UTR, and this is associated with a dense cluster of CIMS calls in the zygotic libraries. These data suggest some genes may be preferentially targeted by m^6^A, including regulatory factors.

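Genes over 2-fold higher in miCLIP than in mRNA-seq in all of T3 to T6 numbered 203 of the 6346 genes with an FPKM of at least 1 in these 8 libraries, or 3.20%. Of the transcription factor list, 25 of 99 were among them, or 25.3%. The 203 genes include 161 protein-coding genes, and the other 42 are not protein-coding. After scaling to the same sum, 149 genes passed, 144 of them shared with the 203. Across T1 to T6, 58 of 4802 genes, or 1.21%, were over 2-fold in every timepoint, and 36 after scaling, all of them among the 58. The 58 include 2 of the 35 listed transcription factors that could be tested, or 5.71%. From the genes with CIMS and over 2-fold higher miCLIP reads, their GO terms and the example of *Ubx*, the paper proposes that m6A preferentially targets some genes, regulatory factors among them.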

### Characterization of *Drosophila* MTC and YTH factors

The *Drosophila* genome encodes single orthologs of m^6^A methyltransferase domain proteins, METTL3 (CG5933/IME4) and METTL14 (CG7818), which form the core of the methyltransferase complex (MTC)^12^,^13^,^14^. *Drosophila* IME4 and METTL14 tagged constructs were nuclearly localized in S2 cells (Fig. 2a,b). Moreover, *Drosophila* orthologs of other mammalian MTC factors, including Fl(2)d and Spenito (Nito), also exhibit nuclear localization (Fig. 2c,d).

To characterization their interactions within the MTC, we performed co-immunoprecipitation (co-IP) assays using HA- and GFP-tagged constructs. As expected, IME4 and METTL14 exhibited robust and reciprocal interactions (Fig. 2e,f). We also observed that Fl(2)d was co-IPed with both IME4 and METTL14, although this was more modest than the IME4–METTL14 interaction (Fig. 2e,f). We did not obtain appreciable pulldown of Nito with either IME4 or METTL14 (Fig. 2e,f). However, Nito could effectively pulldown Fl(2)d (Fig. 2g), and Nito immunoprecipitates yielded specific signals for METTL14 and modest detection of IME4 (Fig. 2h). Overall, these data support that Fl(2)d and Nito are components of the *Drosophila* MTC, but likely do not exclusively reside in this complex. Consistent with this view, Fl(2)d has also been co-IPed with other splicing factors and even transcription and translation factors^38^,^39^. Since mammalian Nito was recently shown to participate in the MTC^11^, we assayed *nito*[1] mutant larvae^34^ and observed a ∼30% decrease in the accumulation of m^6^A (Supplementary Fig. 7C). This might be an underestimate due to perdurance of maternal contributions of this lethal factor, and/or incomplete depletion of rRNA (whose m^6^A (Fig. 1a,b) is independent of METTL factors), but provides evidences that *Drosophila* Nito is involved in m^6^A accumulation via the MTC.

Regarding candidate readers, YTH domains are known to recognize m^6^A-modified RNA^19^,^40^. Two *Drosophila* proteins bear YTH domains, CG12076 (YT521-B) and CG6422. They display significant homology with human YTHDC1 and YTHDF1, respectively, and conserve critical residues that bind m^6^A-containing RNA^40^,^41^ (Supplementary Fig. 5). YTHDC1 is the only primarily nuclear factor out of the five mammalian YTH proteins, while the others are mostly cytoplasmic^42^. Consistent with their homologies, tagged YT521-B was nuclear while CG6422 was predominantly cytoplasmic in S2 cells (Fig. 2i,j).

To test the function of fly YTH domains, we employed gel shift assays. As a control, the YTH domain of human YTHDC1 does not shift adenosine-containing RNA, but specifically generates retarded complexes with m^6^A RNA (Fig. 2k). Similarly, the YTH domain of YT521-B specifically and robustly recognizes m^6^A-containing RNA, but not unmodified RNA (Fig. 2k). Tests of the YTH domain from CG6422 using a similar protein concentration revealed only slight binding in this assay (Fig. 2k). Nevertheless, this modest activity appeared specific, as CG6422-YTH did not generate retarded complexes with unmodified RNA, and no shift of m^6^A RNA was generated with control protein tags. These analyses support both *Drosophila* YTH proteins as functionally relevant to m^6^A, with YT521-B being particularly robust as an m^6^A-specific binding factor.

### A genetic toolkit for the *Drosophila* m^6^A pathway

We used the Cas9/gRNA system^43^ to mutagenize *ime4*, *mettl14*, *fl(2)d*, *YT521-B* and *CG6422* (Fig. 3a). We selected early frameshift alleles that are expected to disrupt translation of functional domains (Supplementary Fig. 6). We highlight the utility of CRISPR in recovering diverse *YT521-B* alleles. *YT521-B* has alternative promoters and multiple potential start codons. Among our mutants, *YT521-B[NP1]* and *[NP2]* potentially retain a downstream open reading frame of YT521-B-PB, while *[NP3]* is predicted to disable translation of all YT521-B-PA and -PB isoforms (Fig. 3a).

Several *Drosophila* splicing factors whose mammalian orthologs were later recognized as MTC components (that is, Fl(2)d, Virilizer and Nito) are homozygous lethal. Consistent with this, our *fl(2)d* mutants are lethal in both sexes, thus validating the CRISPR approach to generate strong or null alleles. In contrast, all of the methyltransferase (writer) and YTH (reader) mutants were homozygous viable. A previous study of *ime4* reported that homozygous mutants were larval/pupal lethal^31^. We assess homozygous and hemizygous *ime4[SK2]* mutants by western blotting, and both revealed strong loss of IME4 (Fig. 3b). Thus, *ime4* may not be an essential gene. Moreover, we observe decreased IME4 in viable *mettl14* mutants, consistent with the notion that METTL14 stabilizes IME4 (Fig. 3b). Therefore, overall phenotypes of factors dedicated to the m^6^A pathway (that is, METTL and YTH factors) appear less severe than for general splicing factors that participate in the MTC.

We measured levels of adenosine methylation in *ime4* and *mettl14* adult females, compared to the *yw* strain used for mutagenesis. We used internal standards to assess absolute levels of methylated adenosine (Supplementary Fig. 7A,B). When analysing total RNAs, we did not detect any m^6^A_m_ (Supplementary Fig. 7D), consistent with previous reports that *Drosophila* lacks m^6^A_m_, unlike vertebrates^44^,^45^. In contrast, we detected relatively abundant m^6^A in total RNA, but there were no differences in m^6^A levels between wildtype and mutants (Fig. 3c). This was potentially due to adenosine methylation in abundant rRNA. After a single polyA selection, we find >50% reduction of m^6^A in *ime4* and *mettl14* mutants relative to *yw*, confirming they are loss-of-function for m^6^A accumulation (Fig. 3d). The frequency of m^6^A was lower following polyA selection, suggesting a minority of total m^6^A exists in mRNA. This is consistent with the presence of m^6^A in rRNA^1^,^46^ and the fact that other methyltransferases can mediate m^6^A in rRNA and snRNA^9^,^47^. We did not observe further reduction when analysing m^6^A in mutants in trans to deficiencies, suggesting they are strong alleles (Fig. 3d). Persisting rRNA following a single polyA selection may contribute to detected m^6^A (Fig. 1a,b); nevertheless, these tests validate our MTC mutants impair m^6^A accumulation.

### Behavioural and ovary defects in m^6^A pathway mutants

Although mutants in METTL and YTH factors were viable, they display several phenotypes that highlight biological settings that are particularly reliant on m^6^A-mediated regulation. We focused on defects that correlate with tissue-biased expression of m^6^A factors (Supplementary Fig. 8). Among tissues analysed in the modENCODE project^48^, expression of MTC and YTH factors is the highest or nearly highest in larval CNS, with pupal CNS and adult heads also ranking highly (Supplementary Fig. 8). Adult gonads, especially ovaries, are another location of prominent expression of m^6^A-related factors.

Homozygous and hemizygous mutants of methyltransferase factors *ime4* and *mettl14* exhibit adult behavioural defects. These mutants are unable to fly, when provided access to an open arena (Fig. 4a,b) and are strongly compromised for negative geotaxis, as measured in their proclivity to climb after being tapped to the bottom of a vial (Fig. 4c). We observed behavioural defects in both sexes (Supplementary Fig. 9). We also noticed that instead of keeping their wings in a normally folded position, both MTC mutants exhibit mildly held-out wings (Fig. 4d). Examples of control and MTC mutant wing postures are shown in Fig. 4e–g. Some known mutants (for example, *held out wings* and *eagle*) exhibit wing positioning and flight defects, suggesting these phenotypes may be correlated.

Both m^6^A readers are well-expressed in the CNS (Supplementary Fig. 8), and therefore positioned to mediate m^6^A behavioural programs. Interestingly, *YT521-B* mutants formed an apparent allelic series. Homozygotes of the predicted weak allele *YT521-B[NP1]* fly normally, while *YT521-B[NP2]* can fly short distances when pushed or tapped. On the other hand, *YT521-B[NP3]* homozygotes and *YT521-B[NP3]/Df* hemizygotes are flightless. In addition, *YT521-B[NP3]* mutants climb poorly and frequently exhibit held-out wings (Fig. 4c,d,h). In contrast, *CG6422* mutants exhibited normal negative geotaxis (Fig. 4c) and wing positioning (Fig. 4d,i). These data indicate YT521-B is an effector of m^6^A-mediated regulation of behaviour.

We also examined m^6^A pathway mutant ovaries. Although *ime4* mutants generated by P-element excision were previously reported to have strong ovarian defects^31^, our m^6^A pathway mutants mostly exhibit normal egg chambers. Each ovariole consists of an anterior germarium that houses somatic and germline stem cells and coordinates initial stages of oogenesis, followed by a string of maturing egg chambers. Quantification of egg chamber development using anti-Vasa and anti-Hts antibodies, which mark germ cells and follicle cells, respectively (Supplementary Fig. 10) revealed very occasional compound egg chambers with >16 sister cells in *ime4* hemizygotes, as described in ref. 31. However, these were infrequent (3.1% ovarioles), were even rarer in *mettl14* hemizygotes (1.5% ovarioles), and were not observed in other m^6^A pathway mutants (Supplementary Fig. 10).

We observed modest effects on egg chamber number and stage. In our dissection conditions, most control *yw* ovarioles bore 4–5 egg chambers up to stage 9 (Supplementary Fig. 10A), among which 20% ovarioles reached stage 8 and 77% had reached stage 9 or above (Fig. 4j,k). By contrast, both *ime4[SK2]/Df* and *mettl14[SK1]/Df* genotypes exhibited 2–4 egg chambers to stage 9 (Fig. 4j). The presence of clustered basal stalk regions at the terminus of many mutant ovarioles confirmed they exhibit abbreviated egg chamber development, and were sometimes missing intermediate stage egg chambers (Supplementary Fig. 10B–D). Quantification showed that both mutants were biased to exhibit chambers of earlier stages than normal (Fig. 4k).

We also observed ovariole defects in *YT521-B[NP3]* hemizygotes (Supplementary Fig. 10E). While there is a similar trend towards fewer numbers of egg chambers (Fig. 4j), this in part due to a class of ovarioles without germ cells and egg chambers (Supplementary Fig. 10F). This phenotype was seen at a low frequency in *ime4* hemizygotes, but not in *mettl14* hemizygotes (Fig. 4k). Altogether, these analyses suggest the m^6^A pathway, functioning primarily through the YT521-B reader, regulates common processes in the nervous system and ovary, sites that exhibit elevated expression of m^6^A pathway factors.

### m^6^A pathway-specific mutants maintain Sxl in the ovary

Previous studies of splicing factors that were retrospectively recognized to be part of the MTC (for example, Fl(2)d, Virilizer and Nito) showed that they exhibit common ovarian phenotypes^34^,^35^,^36^,^37^. In particular, special viable hypomorphic alleles, or animals with ovary-specific depletions, exhibit ovarian tumours composed of germline stem-like cells that are unable to differentiate properly into cystoblasts^49^. These tumours are due to loss of Sex-lethal (Sxl), an auto-regulatory splicing factor that is the master determinant for female identity^49^. By contrast, Sxl protein is neither expressed nor required in males. Loss of Sxl, or any factor required for Sxl processing, blocks the progression of female germline stem cells (GSCs) due to deregulation of the male-specific expression program^50^. Sxl is alternatively spliced in a sex-specific manner: males include an internal *Sxl* exon that disrupts its reading frame, while this exon is skipped in female cells^49^.

We further confirmed the requirements of m^6^A factors that are known to affect ovarian Sxl accumulation, and compared them to METTL and YTH mutants. We evaluated mitotic clones of the published *nito*[1] allele, our new *fl(2)d[SK4]* allele, and of *mettl14[SK1]*, and observed only the former two mutants exhibited clear loss of Sxl in both germline and somatic clones (Fig. 5a–c). We also compared RNAi clones of *virilizer* and *ime4*, and observed loss of Sxl protein in the former but not the latter (Fig. 5d,e). Finally, we examined homozygous *ime4[SK2]*, *YT521-B[NP3]* and *mettl14[SK1]* mutants. While it is more challenging to evaluate potential differences in Sxl staining in non-clonal situations, we observed that all of the m^6^A pathway-specific factors maintain Sxl and also exhibit the characteristic upregulation of Sxl protein in germline stem cells of the germarium^51^ (Fig. 5f–i).

Overall, these analyses indicate different requirements of general splicing factors in the m^6^A-pathway (Nito/Fl(2)d/Virilizer) that maintain female-specific Sxl processing compared to m^6^A-pathway specific factors (*Ime4/Mettl14/YT521-B*), even though some of these factors coexist in the methyltransferase complex.

### The m^6^A pathway facilitates sex determination via *Sxl*

Besides ovarian germline differentiation, *Sxl* regulators are important in the soma to establish sex-specific Sxl expression and processing. In the early embryo, the *Sxl[Pe]* promoter is activated by the Da/Sc bHLH heterodimeric complex, followed by a shift of *Sxl* transcription from the *Sxl[Pm]* promoter and locking-in of sex-specific splicing patterns via positive autoregulation by Sxl (ref. 49). The establishment of Sxl auto-activation in female embryos is independent of maternally deposited Sxl, and thus needs to be achieved *de novo*^52^.

In this context, defects in establishing Sxl autoregulation are manifest in sex imbalance of progeny, wherein insufficient Sxl function results in female-specific lethality. We did not observe female depletion in the progeny of homozygous or hemizygous crosses for any of our m^6^A factors (Supplementary Fig. 11), indicating that sufficient Sxl auto-activation occurs in our mutants. Nevertheless, we investigated the consequences of pushing this system by reducing the dosage of *Sxl* or *Sxl*-regulating factors. These tests are performed by combining alleles of candidate factors in the mother, and crossing to null *Sxl[7BO]/Y* fathers (as Sxl is not required in males). It is relatively rare for individual maternal mutations to dominantly enhance the inviability of *Sxl/+* females (two of these being *daughterless* (*da*)^53^ and the special antimorphic allele *fl(2)d[D1]*^54^), but additional factors can enhance *Sxl/+* in homozygous state, or when present as compound heterozygotes with another sensitizing mutation in the *Sxl* regulatory machinery^54^,^55^,^56^.

We first tested the effect of m^6^A pathway mutations in *Sxl* heterozygotes. Because of near infertility of *ime4[SK2]* homozygotes, we examined them as heterozygotes, and these exhibited normal viability of *Sxl/+* females. This indicated that females could tolerate *Sxl* heterozygosity even in some sensitized states. However, *mettl14* heterozygotes exhibited mild reduction of *Sxl/+* females, and this effect was substantially stronger in homozygous condition (44% of expected females). We confirmed these results in trans to a deficiency (Fig. 6a), clearly implicating METTL14 in Sxl regulation.

Among YTH factors, *CG6422* mutants did not enhance *Sxl*, but the consequences of YT521-B loss were striking. Homozygotes of *YT521-B[NP1]* and *[NP2]* which we predict as retaining some translation, exhibit modest enhancement of *Sxl/+* (74% and 71% female survival, respectively). However, homozygotes of *YT521-B[NP3]*, which we predict to disrupt both isoforms, exhibited profound sex bias with only 16% of *Sxl/+* females surviving to adulthood (Fig. 6a). Moreover, *YT521-B[NP3]/Df* hemizygotes recapitulated nearly complete inviability of *Sxl/+* females. These assays demonstrate YT521-B as the major m^6^A effector during sex determination, and implicate both isoforms in the control of female-specific Sxl splicing.

Further impact of this genetic sensitization was apparent in adult female survivors. *Sxl/+* exhibits relatively normal oogenesis, including 2–4 round spectrosomes that are characteristic of GSCs and cystoblasts, and are labelled by Hts or alpha-spectrin antibodies (Fig. 6b). However, a substantial population of surviving females that were doubly heterozygous for *Sxl/+; mettl14/+* or *Sxl/+; YT521-B* exhibited ovarioles with excess spectrosomes that could be classified as mild (5–10, Fig. 6c) or tumorous (>10, Fig. 6d). These phenotypes resemble the block in GSC differentiation documented for loss of *Sxl* in the female germline, as shown with *Sxl* knockdown using *MTD-Gal4* (Fig. 6e). We quantified spectrosome numbers in dominant genetic interaction tests of *Sxl* with *mettl14* and *YT521-B* (Fig. 6f). These data from different developmental contexts support the view that m^6^A factors facilitate Sxl function.

Finally, we performed additional genetic sensitization of the *Sxl* background by removing an allele of maternal *daughterless* (*da*), which further compromises Sxl autoregulation. In our tests, we crossed *Sxl* fathers to a maternal genetic background containing *da*[3], resulting in about half the expected survival of females (Fig. 6g). This background can help reveal functions of loci that are sufficient even in *Sxl/+* backgrounds. For example, while *Sxl/+; fl(2)d/+* exhibits normal female survival, further reduction of *da* causes synergistic loss of female viability (Fig. 6g). With this framework in hand, we observed that *mettl14* dominantly enhanced *Sxl/+; da/+* female lethality. In this sensitized background, *CG6422[NP3]/+* resulted in female survival of 19.2%. However, as tests of *CG6422[NP2]/+* and *CG6422[NP1]/+* revealed no deviation from *Sxl/+; da/+*, the role of this reader remains equivocal (Supplementary Fig. 11). On the other hand, heterozygosity for multiple *YT521-B* alleles strongly enhanced *Sxl/+; da/+* female lethality, with relative strengths that paralleled the *Sxl/+* interaction tests (Fig. 6g). These data indicate *mettl14* and *YT521-B* function in combination with maternally supplied *Da* for *Sxl* activation in females. Altogether, these assays link multiple core m^6^A pathway components to the female sex determination cascade via Sxl.

### The m^6^A pathway regulates female-specific splicing of *Sxl*

By themselves, the genetic interaction data do not imply any particular aspect of the Sxl cascade as being regulated by m^6^A. However, inspection of the miCLIP data points to an intriguing possibility that *Sxl* is a direct target. 

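In the miCLIP libraries, the reads counted on *Sxl* gave an FPKM of 39.6 in T1, 27.3 in T2, 94.5 in T3, 73.3 in T4, 85.0 in T5 and 72.0 in T6. They rest on 3320, 1378, 14719, 4901, 6934 and 3348 reads. The log2 ratio of *Sxl* over mRNA-seq was 1.12, 1.16, 1.04, 1.01, 1.38 and 1.71, so miCLIP was over 2-fold higher in each of the 6 timepoints. In T4 the gene stood just past 2-fold, and the fold without a pseudocount was 2.04 with a counting interval of 1.98 to 2.11. With each library scaled to the same sum, *Sxl* was over 2-fold in T6 and T5 only, and its ratio fell to 0.60 in T1, 0.81 in T2, 0.92 in T3 and 0.71 in T4.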

*Sxl* exhibits substantial miCLIP reads across its exons in multiple libraries, but CIMS calls appeared specifically during timepoint 3 (1.5–6 h) (Fig. 7a,b). This was notable since there is substantial maternal deposition of *Sxl*, and transcript level at the time of zygotic transcription only increases its level a few fold (Fig. 7c). 

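In mRNA-seq, *Sxl* was at an FPKM of 17.6 in T1 (6604 reads), 11.6 in T2 (3957 reads) and 45.5 in T3 (13442 reads). With the pseudocount of 1, its level in T3 was 2.50 times that in T1 and 3.68 times that in T2. With each library scaled to a sum of 1000000, the T3 level was 1.78 times that in T1 and 2.94 times that in T2. Whole-gene values do not separate the *Sxl* isoforms.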

More provocative was the temporally regulated presence of miCLIP reads and CIMS calls in *Sxl* introns (Fig. 7a,b). Although intronic signals were modest, as expected given that miCLIP utilizes poly-A selection, *Sxl* exhibited the largest number (7) of intronic CIMS calls in timepoint 3, and these CIMS sites were supported by the third highest number of intronic miCLIP reads for any genes in this library (Supplementary Data 6). Of note, timepoint 3 includes the stage during which activation of the Sxl auto-regulatory splicing circuit in females must occur^49^. In fact, even when considering all 6 miCLIP datasets, no gene generated as many intronic CIMS calls as *Sxl*. Furthermore, three of these CIMS calls reside in the two introns that flank the sex-specifically spliced *Sxl* exon (Fig. 7b), close to the locations of Sxl autoregulatory poly(U) binding sites^57^.

Subsequent to this stage, even though *Sxl* transcript levels remain fairly constant during embryogenesis, *Sxl* intronic CIMS calls declined substantially in timepoint 4 and were not detected in the last two libraries (Fig. 7c). 

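After T3, the FPKM of *Sxl* in mRNA-seq was 35.9 in T4, 32.1 in T5 and 21.4 in T6. With the pseudocount of 1, the highest of T3 to T6 was 2.08 times the lowest (2.13 without a pseudocount), and with each library scaled to the same sum it was 4.79 times. Supplementary Data 6 gives 7 intronic CIMS in *Sxl* in T3 and 2 in T4, 2 in all of T4 to T6. From the *Sxl* reads and the CIMS per read of each library, 5.39 would be expected in T4 to T6 at the T3 rate. Given 7 and 2 sites, this difference was not distinguishable from chance (exact binomial test, two-sided, p = 0.315). The reads in this calculation are those counted on the gene, not those on its introns. At the intronic sites with a call, Supplementary Data 6 gives 88 miCLIP reads in T3 and 14 in T4, of which 16 and 4 carry the CIMS. From the intronic CIMS, their timing and their location, the paper proposes that *Sxl* is a direct target of the m6A pathway. It also draws on *Sxl* splicing in mutant females, on binding of YTH proteins to *Sxl* transcripts and on overexpression of YT521-B. Those experiments were not examined here.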

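The gene *fl(2)d*, which encodes the fly ortholog of WTAP, was higher in miCLIP than in mRNA-seq in each timepoint. Its log2 ratio was 0.63 in T1, 1.35 in T2, 1.43 in T3, 1.40 in T4, 1.42 in T5 and 1.89 in T6. In T3 to T5 it rests on 7321, 2705 and 2774 miCLIP reads and on 5070, 4526 and 2378 mRNA-seq reads. Among the genes of each timepoint, *fl(2)d* stood at percentile 62.6 in T1, 95.1 in T3, 95.9 in T4 and 92.3 in T5. Scaled to the same sum, the T1 libraries gave a ratio of 0.08.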

Incidentally, *fl(2)d* is another locus with quite prominent intronic CIMS calls (Supplementary Fig. 12), and ranks in the top three of all genes in timepoints 3, 4 and 5, both in terms of the number of intronic CIMS sites and in CIMS reads (Supplementary Data 6). Indeed, besides *Sxl* and *fl(2)d*, only three other genes exhibited four or more intronic CIMS sites in any of the 6 miCLIP libraries (Supplementary Data 6).

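Those genes are *rg*, *E2f* and *mura*. *rg*, with 5 intronic CIMS in T4 and 4 in T5, was not matched by name in the deposited table and is not analysed here. *E2f*, listed as E2f1 in the table, has 4 intronic CIMS in T4, and *mura* has 4 in T4. In T4, *E2f1* had an FPKM of 107.1 in miCLIP and 43.1 in mRNA-seq, a log2 ratio of 1.29, whereas *mura* had 23.3 and 16.9, a log2 ratio of 0.44. Over the timepoints, the ratio of *E2f1* ran from -0.88 in T1 to 2.12 in T6 and that of *mura* from 0.44 in T4 to 1.55 in T6. With each library scaled to the same sum, the T4 ratios were 0.99 and 0.14, so that both genes stood below 2-fold.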

We tested whether *Sxl* splicing was altered in female mutants of m^6^A factors using primer pairs against the exons flanking the sex-specific alternatively spliced exon (Fig. 7d, amplicon ‘a’). In normal tissues, males accumulate a longer isoform as a result of inclusion of exon L3, whereas females accumulate a shorter isoform of skipping exon L3. We observed that *ime4* and *mettl14* mutant females accumulate both isoforms in heads, indicating defective sex-specific splicing of *Sxl* (Fig. 7e). Interestingly, both *YT521-B* and *CG6422* also showed accumulation of male *Sxl* products in female heads (Fig. 7e), consistent with the notion that both m^6^A readers have a role in *Sxl* regulation.

To test if the observed splicing effect might be direct, we transfected GFP-tagged Sxl and YTH constructs into (male) S2 cells, and assayed their binding to nascent and total (nascent+spliced) *Sxl* transcripts using intron-exon and exon-exon primer pairs, respectively (Fig. 7d). We observed robust detection of both amplicons in positive control Sxl-RIP tests, while control GFP-RIP tests were negative (‘b’ pair) or barely detected (‘c’ pair) (Fig. 7f). With this context, we obtained evidence that YT521-B could co-immunoprecipitate *Sxl* primary transcripts using both amplicons (Fig. 7f). CG6422-RIP modestly amplified with the intron-exon primary transcript (‘b’ pair), but generated stronger signal with the exonic amplicon (‘c’ pair), perhaps consistent with the fact that it is a cytoplasmic reader. Finally, we used these transfected materials to assess the status of *Sxl* splicing itself. Overexpression of Sxl (female) complementary DNA (cDNA) is expected to lead to preferential amplification of the shorter isoform (Fig. 7g). Interestingly, overexpression of YT521-B, but not CG6422, can switch the splicing pattern of endogenous Sxl from male to female (Fig. 7g).

Overall, while there is molecular evidence that both YTH readers are involved in *Sxl* regulation and/or function, the stronger genetic interactions of *Sxl* with *YT521-B* and the sufficiency of YT521-B to redirect *Sxl* splicing suggest it is the major effector in this process. Altogether, these data provide evidence that *Sxl* is a prominent target of m^6^A, and that this modification pathway mediates its efficient sex-specific processing and function during female determination.

## Discussion

Among major model organisms, studies of the m^6^A pathway have been notably limited in *Drosophila*^31^. We address this by providing the first single-nucleotide transcriptome maps of m^6^A modifications in flies, by biochemical demonstration of m^6^A binding by YTH factors, particularly by YT521-B, and by generation of a comprehensive set of mutants in core m^6^A pathway components. This combined genomic and genetic toolkit provides new insights into m^6^A-mediated regulation and opens the powerful *Drosophila* system for further investigation of developmental and/or tissue-specific mRNA methylation. Our work reinforces and extends recently published studies from the Roignant and Soller groups, who independently reported analysis of the *Drosophila* m^6^A pathway and its roles in sex determination and behaviour^58^,^59^. All of these studies report mutually supportive data on molecular and genetic characterization of *Drosophila* m^6^A factors, and converge on the finding of a shared pathway involving METTL and YTH factors, especially YT521-B, to facilitate the Sxl autoregulatory switch in females.

Although most splicing occurs co-transcriptionally, *Sxl* is a notable locus whose alternative splicing is uncoupled from transcription^60^. This may underlie why it was preferentially picked up in our miCLIP sequencing. It remains to be understood how m^6^A and YT521-B interface with other known *Sxl* splicing machinery. Since *Sxl* splicing requires specialized factors, including Sxl protein itself^61^, one hypothesis is that YT521-B may interact with setting-specific cofactors to mediate different regulatory outcomes. Alternatively, general factors likely come into play, and there are considerations regarding how the MTC may link to Sxl regulation. Of note, there is extensive data on physical associations amongst the m^6^A/splicing factors Fl(2)d, Nito and Vir, with Sxl, as well as with the U1 snRNP and U1 snRNP^33^,^34^,^37^,^54^. As Fl(2)d, Nito and Vir co-purify with the pre-catalytic spliceosome^62^, they might potentially serve as a bridge between the spliceosome and the m^6^A catalytic core. Does this suggest a link between writer and reader complexes? Finally, there may be potential involvement of the cytoplasmic reader *CG6422* in *Sxl* regulation. Although its impact appears subsidiary to that of YT521-B, it will be interesting to elucidate how the two readers act in relation to each other and to m^6^A.

The fact that *Drosophila* sex determination is sensitive to m^6^A pathway function seems curious, given that the mammalian m^6^A pathway is critical for dosage compensation^11^,^63^,^64^,^65^. The strategies that establish sex-specific gene regulation are very different between flies and mammals, since the former involves activation of X-linked transcription in males while the latter involves silencing of one X chromosome in females. The levels at which m^6^A function are also distinct, since our data suggest that splicing of the master sex determination factor Sxl is influenced by intronic m^6^A, while the exons of the XIST non-coding RNA that imposes X silencing are highly modified by m^6^A (ref. 11). In any case, control of sex-specific gene regulation via non-coding m^6^A is a shared feature of diverse metazoans.

Finally, we and others also defined behavioural defects associated with loss of m^6^A factors^58^,^59^. This correlates with the fact that the expression of m^6^A writer and reader factors is especially high in CNS. However, behavioural defects are observed in both sexes for m^6^A mutants indicating a more general effect. Despite neural enrichment of most m^6^A factors, this does not have to due to neural defects per se. However, Roignant and colleagues reported important evidence that *ime4* mutant behaviours were rescued by re-expression in neurons^59^, indicating cell-autonomous roles for m^6^A-mediated regulation within the nervous system.

Although there have not been many studies on the role of m^6^A writer or reader factors in the nervous system of other species, FTO, an enzyme once thought to target m^6^A, was reported to affect the activity of dopaminergic neurons^66^. However, recent studies show that FTO instead primary targets a related nucleotide, *N*^6^, 2′-*O*-methyldimethyladenosine (m^6^A_m_).^67^. As well, alternative polyadenylation that generates extended 3' UTR isoforms in the nervous system^68^ was recently correlated with enhanced m^6^A in terminal exons of mammalian brain transcripts^24^. It remains to be seen how m^6^A affects neural gene expression, but the *Drosophila* should be powerful to decipher this, as well as to place the importance of such regulation into neuroanatomical context.

## Methods

### Mapping m^6^A modifications in the transcriptome

#### mRNA-seq and miCLIP libraries

We mass-collected *Canton S* embryos across these developmental timepoints: 0–45′, 45–90′, 1.5–6 h, 6–12 h, 12–18 h and 18–24 h. In principle, zygotic transcription does not initiate until ∼2 h. However, due to variability in time of egg laying after fertilization, it can be difficult for early timepoints to be staged precisely. Therefore, we changed egg laying plates frequently when collecting the earliest timepoints, and split these into two stages that should both reflect the maternal transcriptome. Aliquots of these RNA samples were subjected to Illumina mRNA TruSeq Stranded library Prep and sequenced on HiSeq 2500, 2 × 50, High Output at the New York Genome Center (New York City).

The same RNA samples were subjected to miCLIP using the described strategy^23^. Briefly, RNA was fragmented and incubated with the anti-m^6^A antibody (Abcam ab151230). After RNA-antibody binding was complete, samples were crosslinked twice in a Stratalinker 2400 (Stratagene) using 150 mJ per cmˆ2. Then, crosslinked RNA-antibody complexes were immunoprecipitated using Protein A/G magnetic beads (Thermo). After immunoprecipitation was complete, immunoprecipitation reactions were washed using high-salt conditions that included ionic detergent to remove non-crosslinked RNA. Crosslinked RNA-antibody complexes were then radiolabeled with T4 PNK (NEB), ligated to a 3′ adaptor using T4 RNA Ligase I (NEB), and further purified using SDS–polyacrylamide gel electrophoresis (SDS–PAGE) and nitrocellulose membrane transfer. RNA fragments containing crosslinked antibody peptide were recovered from the nitrocellulose membrane using proteinase K (Invitrogen) digestion.

Recovered RNA fragments were then subjected to library preparation. First-strand cDNA synthesis was performed using SuperScript III (Life Technologies) and iCLIP-barcoded primers^69^, which contain a region complementary to the 3′ adaptor on the RNA. After cDNA synthesis was complete, cDNA was purified from excess primer using denaturing PAGE purification. Then, cDNA was circularized using CircLigase II (EpiCentre), annealed to the iCLIP Cut Oligo^69^, and digested using FastDigest BamHI (Thermo). This generated linear cDNA with ends compatible for priming for amplification. Libraries were amplified using Accuprime SuperMix I (Invitrogen) and P5 and P3 Solexa primers. Finally, libraries were purified using Agencourt AMPure XP beads (Beckman Coulter) and sequenced at the Weill Cornell Medicine Epigenomics Core using an Illumina HiSeq 2500 instrument. Libraries from the samples were sequenced together on one lane in paired-end mode, with a read length of 50 bases.

#### Read processing

Fastq files for six embryo timepoints were adaptor trimmed using Flexbar (https://github.com/seqan/flexbar): flexbar -r read1.fastq -p read2.fastq -f i1.8 –a [adaptor sequences file] --pre-trim-phred 30 -n 20 -s –t [timepoint suffix]; and demultiplexed using pyBarcodeFilter.py from the pyCRAC software suite^70^ using the command: pyBarcodeFilter.py -f [timepoint suffix]_1.fastq -r [timepoint suffix]_2.fastq –b [barcode file]. PCR duplicates in the dataset were removed using pyFastqDuplicateRemover.py script^70^, and the read headers were then altered to be compatible with the CIMS software package using the following awk command: awk -F ‘[_/]’ ‘/ˆ>/{print $1‘_’$2‘_’$3‘/’$4‘#’$3‘#’$2; getline($9); print $9}’. Paired-end RNA-seq data from control mRNA and miCLIP for six embryo developmental timepoints were mapped to the *Drosophila* reference genome sequence (version r5.45) with Subread-align package from the Subread software suite^71^. Read counts for each gene was extracted from the RNA-seq bam files using featureCounts package from the Subread software. The read counts per gene were then normalized to obtain FPKM values using DEseq package from R Bioconductor.

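The deposited values of a gene in 1 library are whole multiples of the value of a single read, which depends on the gene and on the library. The steps of lowly read genes gave the reads of each gene for 13982 genes, while 995 genes have no read in any library. On simulated values, 99.8% of the 10947 genes with a read in at least 6 libraries had their reads recovered exactly. Genes with reads in fewer libraries were not scored, so their recovered reads are less certain. The median-of-ratios size factors of the recovered reads over 6117 genes lay within 0.985 and 1 times the library factors found this way. The gene lengths implied by the values lay within 10% of the exon lengths of a later annotation, BDGP6.54, for 79.4% of 9584 genes.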

#### miCLIP analysis and mutation calling

The reads were mapped to the *Drosophila* reference genome sequence (version r5.45) with Novoalign (Novocraft) or the Subread-align package from the Subread software suite^71^. For the Novoalign alignment, a maximum alignment score of 85 was allowed and the parameters were adjusted to map short reads. For alignment using the subread-align, the alignment was performed using default parameters for mapping paired-end RNA sequence data. Positions of C→T transitions from the mapped data were identified using the CIMS software package^72^. To filter background mutations, the coordinates identified to be C→T transitions from the CIMS package were cross-referenced against the *Drosophila* SNP database (*Drosophila* Genetic Reference Panel)^73^. For each mismatch position, the CIMS software identifies the unique tags that span the mismatch position (*k*) and the number of mutations that support the mismatch (*m*). However, the software does not provide a false discovery rate for the mismatches identified. Therefore, to minimize the signal-to-noise in identifying C→T transitions, we only considered sites with an *m*/*k* ratio 1–50%. The number of CIMS identified from each timepoint during embryonic development is provided in Supplementary Data 2.

#### Peak calling from unique clustered tags

The overlapping unique aligned reads were clustered to identify peaks using the tag2cluster.pl script from the CIMS software package. The peak clusters were then filtered for alignment with at least four stacked reads to obtain the final peak coordinates. The numbers and the genomic coordinates of the peaks from different timepoints during embryonic development are provided in Supplementary Data 3 and 4.

#### Annotation of CIMS sites

The C→T transitions identified from each timepoint was assessed for sites with Adenosine nucleotide preceding the mismatch site. We filtered such sites to obtain the final list of CIMS sites and performed annotation using the Peak Annotation and Visualization software (PAVIS)^74^. The detailed annotation of CIMS sites from different timepoints is provided in the Supplementary Data 4.

#### Motif analysis

Motif analysis on filtered CIMS sites with Adenosine nucleotide preceding C to T transitions was performed using Seqlogo software^75^. For this analysis, the filtered CIMS were subdivided into sites with high (*m*>10), medium (5≤*m*≥10) and low (*m*<5) mismatch values. Next, FASTA input files with ten nucleotides upstream and downstream of the mutation site was obtained using bedtools v.2.25.0 from the *Drosophila* reference genome sequence (version r5.45). Seqlogo was generated with the CIMS centred on the motif using the options -l and -m to specify the nucleotide ranges in the final motif.

#### Metagenes

RNA features (5′ UTR, CDS and 3′ UTR) for the Drosophila genome were obtained from the UCSC Data browser for dm3 version of the genome. Metagenes were constructed using custom shell and R scripts. Briefly, for every gene with CIMS identified during the developmental timecourse, the RNA features were first divided into 1 nt windows using bedtools makewindows tool (https://github.com/arq5x/bedtools) and coverage per nucleotide from the miCLIP data were obtained for each RNA feature. Per-nucleotide coverage was then rescaled to represent a meta-feature of 1500, bp (200 bp for 5′ UTR, 1,000 bp for CDS; and 300 bp for 3′ UTR), where each meta-feature gets a weight of 1 by normalizing the meta-feature to the coverage per transcript. The average read density per-nucleotide from meta-features of 1,500 bp, representing multiple genes were plotted as a miCLIP metagene.

#### Analysis of intronic CIMS

CIMS sites that existed unambiguously or otherwise within exons were filtered out. The remaining sites were examined for occurrence within introns. To calculate the number of intronic sites, intronic CIMS within individual isoform models (per gene) were summed, and the highest numbers were reported in Supplementary Data 6.

### Analysis of protein complexes and subcellular localizations

To generate the GFP- or HA-tagged plasmids, we cloned full-length cDNAs for IME4 (AT20169), Mettl14 (LD06016), Fl(2)d (LD21616), and CG6422 (FI18276) into the pENTR vector (Invitrogen), and transferred these into the *Drosophila* Gateway vector pAGW (N-terminal GFP fusion) or pAHW (N-terminal HA tag), respectively. YT521-B full- length sequence (encodes YT521-B-PA, 721aa) was obtained by PCR from a cDNA library and cloned into pAGW. GFP was cloned into pAWM as a control. Primers used to amplify these open reading frames are listed in Supplementary Data 7.

We used different co-IP methods that were optimized for signal detection. For tests involving HA-methyltransferase (IME4 or METTL14) pulldowns, we used the following strategy. Each well of a 6-well plate of S2 cells was transfected with 0.5 μg of HA-tagged construct and 1.5 μg of GFP-tagged construct using Effectene (Qiagen). After incubation for 3 days, cells were washed with PBS and lysed with co-IP lysis buffer (10 mM Tris–HCl, pH 7.5, 300 mM NaCl, 1 mM EDTA, 1% Triton X-100, 1 × protease inhibitor (Roche)) on ice for 30′, and then followed by two centrifugation at 20,000 *g* for 10′ at 4 °C. The cleared cell lysates are incubated with HA antibody (F-7, Santa Cruz, #Sc-7392) conjugated beads for 2 h. Beads were washed with co-IP wash buffer (10 mM Tris-HCl, pH 7.5, 500 mM NaCl, 1 mM EDTA, 1% Triton X-100) for five times and then resuspended in 30 μl 3 × sample buffer.

For tests involving GFP-Nito pulldown, cells were transfected using Effectene. After 2 days, cells were washed with PBS and lysed with lysis buffer (50 mM Tris (PH 7.4), 150 mM NaCl, 1% NP-40, 1 × protease inhibitor) on ice for 30 min, and then cleared at 20,000*g* for 10′ at 4 °C. Supernatants were transferred to pre-cooled tubes and incubated with 25 μl equilibrated GFP-Trap beads (ChromoTek) for 2 h at 4 °C. Beads were spun down and washed two times with lysis buffer and then resuspended in 2 × SDS-sample buffer.

For western blotting, we used mouse anti-HA (F-7, 1:1000, Santa Cruz, #Sc-7392), rabbit anti-GFP (1:1000, Invitrogen, #A11122), rabbit anti-c-myc (A14, 1:1000, Santa Cruz, #Sc-789), anti ß-tubulin (1:500, DSHB, #E7) and guinea pig anti-IME4 (1:10,000, gift of Terry Orr-Weaver, MIT). Secondary goat anti-mouse antibodies conjugated to HRP (Jackson ImmunoResearch #115-035-062), goat anti-rabbit antibodies conjugated to HRP (Jackson ImmunoResearch #711-035-152), and donkey anti-guinea pig antibodies conjugated to HRP (Jackson ImmunoResearch #706-035-148) were used at 1:10,000. All of the uncropped western blots shown in the main figures are provided in Supplementary Fig. 13.

For cell staining, transfected S2 cells were placed on slides treated with poly-lysine and fixed with 4% paraformaldehyde for 15′. Cells are permeabilized using 0.1% Triton in PBS (PBST) and followed by incubation with blocking buffer (1% Goat serum in PBST) for 1 h. Primary antibodies used were mouse anti-Myc (A14, 1:200, Santa Cruz, #Sc-789), mouse anti-HA (F7, 1:50, Santa Cruz, #Sc-7392), and rabbit-anti-GFP (1:1000, Invitrogen, #A11122), and secondary antibodies Alexa-568 goat anti-mouse (1:1000, Invitrogen #A-11031) and Alexa-488 anti-rabbit (1:1000, Invitrogen, #A11034). Cells were mounted in Vectashield mounting buffer with DAPI (Vector Laboratories).

### Cloning of YTH domains and protein expression

We generated alignments of YTH domains using the Endscript server^76^. Codon-optimized open reading frames from CG12076 (amino acids from 241–417, Uniprot accession number: Q9VZQ1-1) and CG6422 (amino acids from 372 to 529, Uniprot accession number: Q9VBZ5-1) were synthesized *in vitro* and cloned in pT7CFE1-Nhis-GST-CHA vector (cat. #88871, Thermo Fisher Scientific) at *Bam*HI and *Xho*I sites. His-GST-tagged proteins were expressed using mammalian cell-free protein expression system (1-step human high-yield mini IVT kit, cat. #88890, Thermo Fisher Scientific) for 6 h at 30 °C, as per the manufacturer’s instructions. Proteins were purified using MagneGST protein purification system (cat. #V8611, Promega). Proteins were eluted in 10 mM reduced glutathione in 50 mM Tris-HCl (pH 8.8). The eluted proteins were dissolved in exchange buffer (10 mM HEPES pH 7.4, 150 mM KCl, 0.01% NP40, 5% glycerol, and 1 mM DTT) following buffer exchange using a centrifugal filter (Millipore, 30 kDa cut-off). Proteins were stored at 4 °C until use.

### Electrophoretic mobility shift assay

Radiolabeled RNA probes were synthesized by *in vitro* transcription using AmpliScribe T7-Flash Transcription Kit (Epicentre) with some minor modifications. A double stranded DNA template (sense strand, 5′-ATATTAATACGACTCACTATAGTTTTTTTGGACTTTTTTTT-3′; anti-sense strand: 5′-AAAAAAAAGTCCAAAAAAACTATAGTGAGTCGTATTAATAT-3′) at a final concentration of 100 nM was incubated with 1 mM ATP or m^6^ATP, GTP and UTP, and 2 μl of ^32^P-α-CTP (3000 Ci per mmol, 10 mCi per ml), and other reaction components as per the kit’s instructions in a 20 μl reaction. The reactions were incubated at 37 °C for 30 min. RNA probes were purified using RNA Clean and Concentrator 5 kit (Zymo Research). His-GST-tagged YTH domains from CG12076 and CG6422 were mixed with heat-denatured A or m^6^A RNA probes (20,000 c.p.m.) in binding buffer (10 mM HEPES pH 7.4, 50 mM KCl, 1 mM EDTA, 0.05% Triton-X-100, 5% glycerol, 10 μg per ml salmon DNA, 1 mM DTT, 2 U per μl RNasin). The reactions were incubated at room temperature for 30 min. Free RNA and protein-RNA complexes were resolved on a 6% DNA retardation gel (Novex) at 4 °C in 0.5 × TBE for 60 min at 90 V. Gels were collected on Whatman sheets, sealed in a plastic bags, and exposed to a phosphor screen for 1 h. Autoradiograms were obtained using a phosphorimager (Typhoon, GE Amersham).

### *Drosophila* genetics and immunostaining

We used the transgenic gRNA system for CRISPR/Cas9-mediated mutagenesis to generate new mutants in m^6^A factors, using the published crossing schemes^43^. Guide RNA sequences are listed in Supplementary Data 7. We analysed 8–16 individual candidate flies and obtained multiple indel alleles in all experiments; we kept the out-of-frame mutants, as described in Fig. 3 and Supplementary Fig. 6.

To analyse hemizygous conditions, we utilized these deficiency chromosomes (Bloomington Stock Center): *Df(3R)Exel6197* (removes *ime4*), *Df(2L)BSC111* (removes *mettl14*) and *Df(3L)ED208* (removes *YT521-B*). All of these were genotyped in trans to mutants to confirm the absence of the wildtype allele. To detect genetic interactions with the Sxl system, we used *fl(2)d*[1] (Bl-36301), the deletion allele *Sxl[7BO]*. To test compound genetic interactions we crossed m^6^A-related mutants to a double balanced stock of *FRT40A da*[3]*/CyO;* (gift of Hugo Bellen) to obtain the desired maternal genotype (thus removing balancer chromosomes), and then crossed these to *Sxl[7BO]/Y* fathers. For *Sxl/+* interaction tests, we performed at least three independent crosses for each genotype, and transferred each cross at least three times. Adult progeny in each vial were sexed, and the ratio of observed female to male sibling progeny was determined to infer female lethality rate.

Ovary stainings were performed on homozygous and hemizygous mutant backgrounds, as well as in clonal settings. Mitotic clones were induced in the following genotypes: (1) *hsFLP; ubi-GFP, FRT40A/mettl14[SK1], FRT40A*; (2) *hsFLP; FRT42D hRFP/FRT42D, fl(2)d[SK4]*; (3) *hsFLP; FRTG13, nito*[1]*/FRTG13, ubi-GFP*. RNAi clones were induced in the progeny of *hsFLP;; act>CD2>Gal4, UAS-ubi-RFP* X *UAS-shRNA*; using the following TRiP knockdown lines (Bloomington Stock Center): *nito* (BL-34848), *Sxl* (BL-34393), *fl(2)d* (BL-55674), *vir* (BL-55694), *ime4* (BL-41590), *CG12076/YT521-B* (BL-34627) and *CG6422* (BL-55151). We induced mitotic clones by applying two 2 h heat-shocks at 37 °C at the end of L3. We induced flip-out clones expressing RNAi transgenes by applying a 30-minute heat-shock to 1- to 2-day old adult females. Ovaries were dissected 3–4 days after eclosion.

We fixed tissues in PBS containing 4% formaldehyde and incubated with the following primary antibodies: mouse anti-Hts (1:100, #1B1, DSHB), rabbit anti-GFP (1:1,000, Invitrogen, #11122), rabbit anti-Vasa (1:500, gift of Ruth Lehmann, NYU), mouse anti-Sxl (1:100, #M18, DSHB); mouse anti-HA (1:200, Santa Cruz, #Sc-7392), mouse anti-myc 9E10 (1:100, DSHB), and mouse anti-ß-galactosidase (1:100, DSHB). Secondary antibodies were Alexa-568 goat anti-mouse (1:1,000, Invitrogen #A-11031) and Alexa-488 anti-rabbit (1:1,000, Invitrogen, #A11034). Images were captured with a Leica SP5 confocal microscope.

### Analysis of m^6^A by quantitative mass spectrometry

We collected total RNA from *yw* (the genetic background used for CRISPR mutagenesis), *ime4* and *mettl14* homozygotes and hemizygous adult females, and subjected the samples to one round of polyA selection using the Oligotex kit (Qiagen). Before mass spectrometric analysis, all RNA samples were hydrolysed enzymatically to ribonucleosides. Briefly, the digestion was carried out in 0.1 mM Tris buffer (pH 8), containing 5 mM MgCl_2_, 0.0375 U per μl benzonase, 0.17 U per μl alkaline phosphatase, 1 U per ml phosphodiesterase, 1 μg per mL coformycin, 3 mM desferroxamine (antioxidant), 0.3 mM butylated hydroxytoluene (antioxidant), 0.05 μM [^15^N_5_]- 2′-deoxyadenosine (internal standard), and 5 μM 2′-deoxyinosine (internal standard) at 37 °C for 2 h. Enzymes were then removed using a YM-10 centrifugal spin column (Millipore).

Quantitative LC-MS analyses of m^6^A and m^6^A_m_ were achieved using an Agilent 1200 HPLC coupled to an Agilent 6430 triple quadrupole mass spectrometer in positive ion mode using dynamic multiple reaction monitoring. The ribonucleosides in the hydrolysed RNA samples were resolved on a Phenomenex C18 HPLC column (1.7 μm particle size, 100 Å pore size, 2.1 × 150 mm; 25 °C) at 330 μl min^−1^ using a solvent system consisting of 10 mM ammonium acetate in H_2_O (A) and acetonitrile (B). The elution profile was 0% B for 3 min, 0–7% B over 20 min, then to 7–40% B over 4 min, followed by a column washing at 80% B and column equilibration. The operating parameters for the mass spectrometer were as follows: gas temperature 350 °C; gas flow 10 L per min; nebulizer 50 psi; capillary voltage 3,500 V; fragmentor voltage 100 V; collision energy 15 V. The quantification of a ribonucleoside can be achieved using *m*/*z* of the parent ribonucleoside ion and *m*/*z* of the deglycosylated ion product. The nucleosides were quantified based on the transition of the parent ribonucleoside to the deglycosylated base ion: *m/z* 282.1→150.1 for m6A and *m/z* 268.1→136.1 for A. Absolute quantities of each ribonucleoside were determined using an external calibration curve prepared with synthetic standards.

### *Sxl* rt-PCR and RIP-rtPCR

We adapted a protocol from our recent study^34^. Plasmids of 5 μg were transfected into 6 × 10[6] S2 cells using Effectene (Qiagen) and incubated for 3 days. Cells were washed with PBS and lysed with IP lysis buffer (25 mM Tris–HCl, 150 mM NaCl, 1 mM EDTA, 1% NP40, 5% Glycerol) supplied with Complete, EDTA-free Protease Inhibitor and 40 U ml^−1^ SUPERase In RNase Inhibitor (Ambion) on ice for 30 min, followed by 2 × 10′ centrifugation at 20,000 *g* at 4 °C. 10% of the cleared cell lysate were kept as input and the rest was incubated with 15 μl anti-GFP nanobody agarose beads (Chromotek) for 2 h at 4 °C. The beads were washed three times using IP lysis buffer and then resuspended in 100 μl lysis buffer. To elute RNA, the beads were mixed with 900 μl of Trizol, vortexed for 1 min and incubated at RT for 5′ with rotation. RNA extracted and treated were Turbo DNase (Ambion) for 30 min before cDNA synthesis using SuperScript III (Life technology) with random hexamers. PCRs were done using Fusion High-Fidelity Polymerase (ThermoFisher Scientific). *Sxl* and *Rpl32* primer sets are listed in Supplementary Data 7.

### Data availability

All the raw sequence data for miCLIP and RNA-seq datasets are available at the NCBI Gene Expression Omnibus under GSE97004.

## Additional information

**How to cite this article:** Kan, L. *et al*. The m^6^A pathway facilitates sex determination in *Drosophila*. *Nat. Commun.* **8,** 15737 doi: 10.1038/ncomms15737 (2017).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures

Supplementary Data 1 miCLIPand mRNA-seqlibrary stats.

Supplementary Data 2 RAC/DRACH enrichment stats in miCLIP libraries.

Supplementary Data 3 Summary of genomic locations of CIMS/m6A loci.

Supplementary Data 4 Catalog of genic CIMS/m6A sites inferred from miCLIP libraries.

Supplementary Data 5 GO analysis of genes with miCLIP enrichment and CIMS sites.

Supplementary Data 6 Catalog of intronic CIMS/m6A sites inferred from miCLIP libraries.

Supplementary Data 7 Primers used in this study.

## Figures and Tables

**Figure 1:**
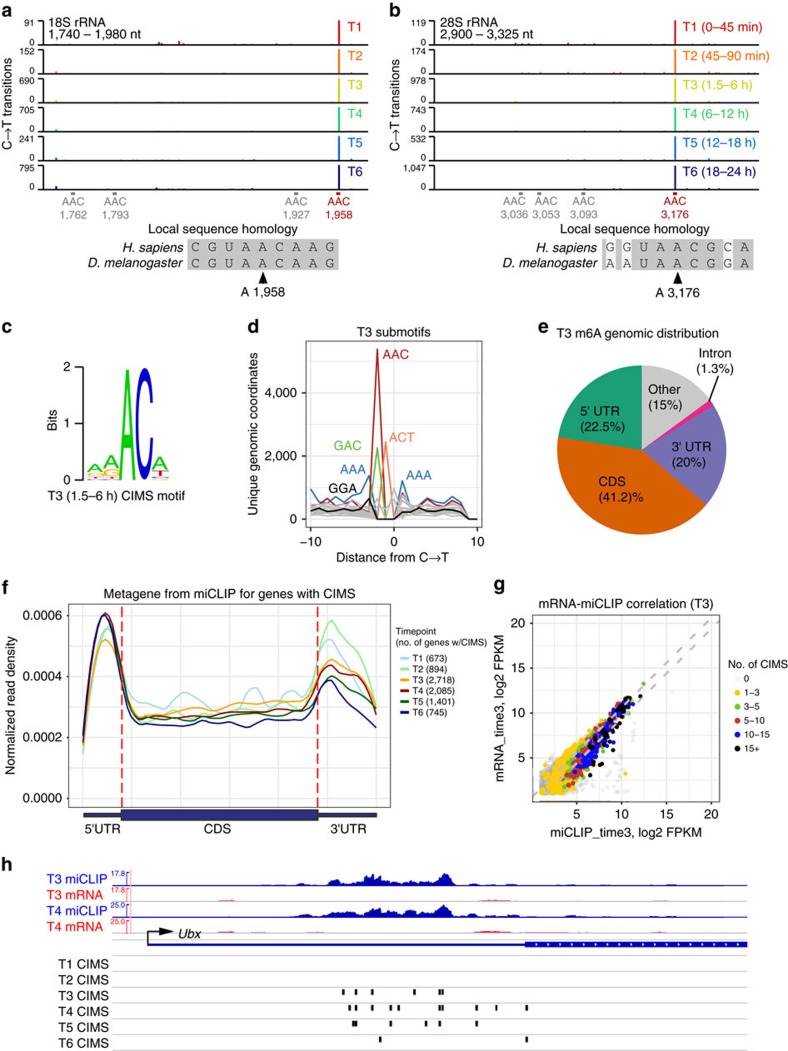
miCLIP-seq analysis of *Drosophila* embryogenesis. (**a**,**b**) miCLIP analysis at 18S rRNA (**a**) and 28S rRNA (**b**). Y-axis shows number of reads with C→T cross-linking–induced mutation site (CIMS) calls in 6 developmental miCLIP libraries across fly embryogenesis (T1-T6). The positions of A1958 in 18S rRNA and A3176 in 28S are indicated as highly modified m^6^A sites that are conserved between fly and human. For reference, other ‘AAC’ contexts that were not recovered in miCLIP-seq are indicated, demonstrating specificity of this modification. (**c**) Nucleotide bias surrounding CIMS calls preceded by A. Shown is the motif obtained using timepoint 3 (1.5–6 h embryos). (**d**) Positional enrichment of submotifs in the vicinity of CIMS calls. The C→T transitions are centred at 0, and the frequency of triplet motifs at all positions is plotted. Select motifs are positionally enriched near CIMS calls. For example, there is a two-fold enrichment of ‘GGA’ in the three nucleotides upstream of C→T transitions. These support that a DRACH-like consensus is enriched at CIMS, with an overall A bias. Analysis of other timepoints is shown in Supplementary Fig. 2. (**e**) Genomic annotations of CIMS/m^6^A sites in timepoint three. Analysis of other timepoints is shown in Supplementary Fig. 3. (**f**) Metagene plot of miCLIP data at genes with CIMS in the six libraries that span *Drosophila* embryogenesis. There is enrichment in untranslated regions, including in the vicinity of stop codons. (**g**) Correlation of miCLIP and mRNA-seq data for timepoint 3; analysis of other timepoints is shown in Supplementary Fig. 4. (**h**) Example of *Ubx* as a locus with preferential miCLIP over RNA-seq, and bearing a cluster of reproducible CIMS calls within its 5′ UTR. *Ubx* is zygotically expressed and only two representative timepoints are shown for expression/miCLIP tracks; CIMS calls are shown for all 6 timepoints.

**Figure 2:**
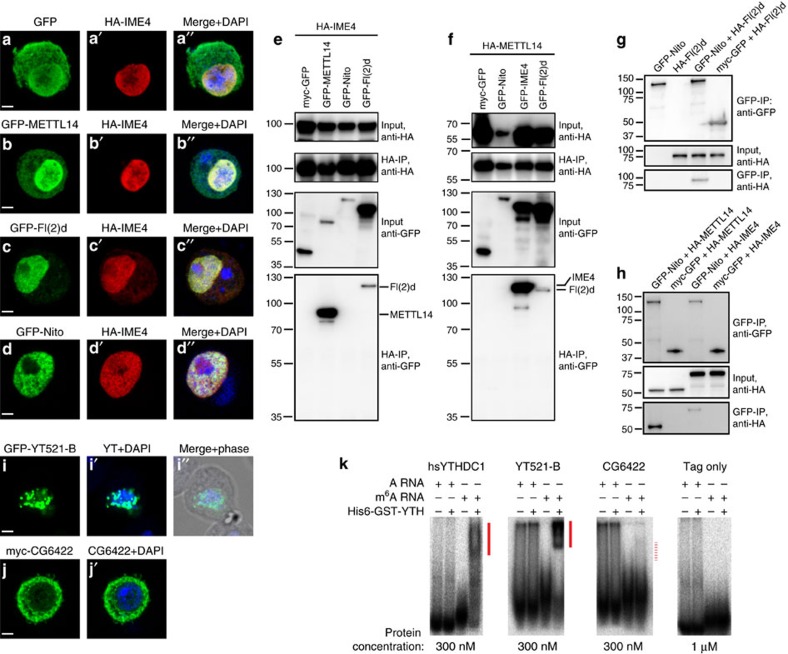
Biochemical characterization of m^6^A pathway factors in *Drosophila*. (**a**–**d**) Subcellular localization of fly homologues of mammalian factors shown to be components of the m^6^A methyltransferase complex (MTC). Tagged constructs of IME4, METTL14, Fl(2)d, and Nito were transfected into S2 cells, and all were predominantly nuclear. Scale bars, 2 μm. (**e**) Co-immunoprecipitation (co-IP) tests of MTC factors using IME4-IP (**e**) or METTL14-IP (**f**), and blotting for associated proteins. Reciprocal co-IP tests show robust association of IME4 and METTL14, whereas both interact modestly with Fl(2)d. Nito was not appreciably co-IPed with IME4 or METTl14. (**g**) Nito can specifically co-IP Fl(2)d. (**h**) Nito can specifically co-IP METTL14 and modestly co-IP IME4. (**i**,**j**) Subcellular localization of fly YTH factors, tested as tagged constructs transfected into S2 cells. YT521-B accumulates in nuclear puncta, while CG6422 is mostly cytoplasmic. Scale bars, 2 μm. (**k**) Electrophoretic mobility shift assays test the binding of purified YTH domains from the indicated factors to radiolabeled probes bearing A or m^6^A. Human YTHDC1 was used as a control, and robustly generates shifted complexes only with the m^6^A-containing probe. YT521-B similarly generates a strong shift only with the m^6^A probe. CG6422 exhibits a modest, but specific, association to m^6^A. No shifted complexes are observed with elevated concentrations of control tag-only proteins.

**Figure 3:**
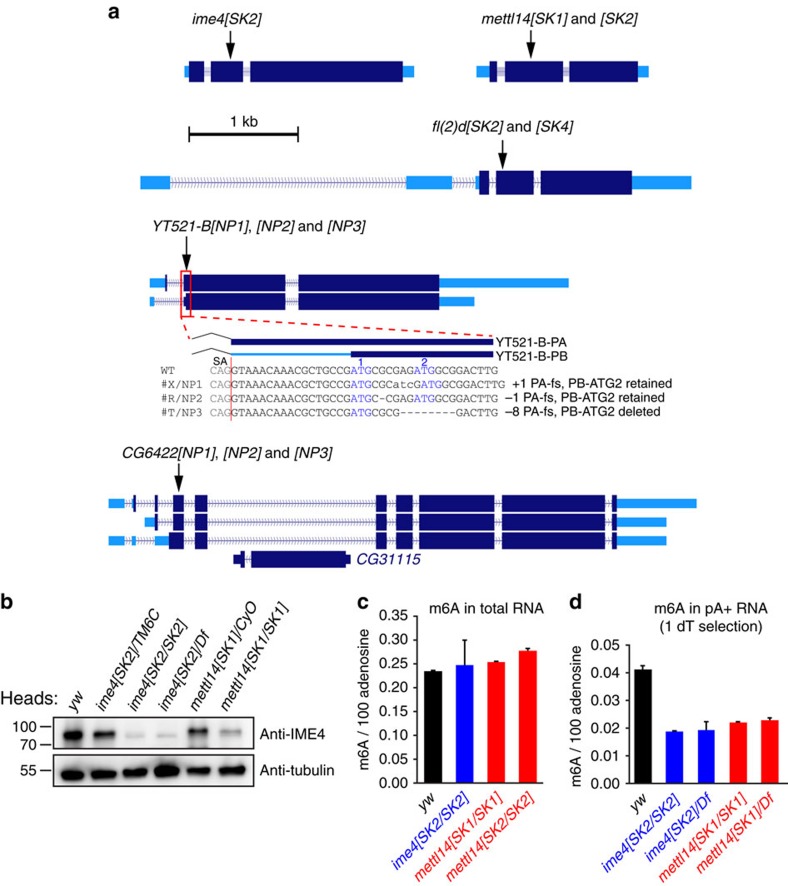
Generation and characterization of *Drosophila* m^6^A pathway mutants. (**a**) The untranslated regions of these loci are in light blue, and coding regions in dark blue. The positions of frameshift indels recovered by CRISPR/Cas9-mediated mutagenesis are indicated. Details of the mutations and predicted effects on encoded proteins are shown in Supplementary Fig. 6. Note that for *YT521-B*, alleles *[NP1]* and *[NP2]* are out of frame for YT521-B-PA and the first ATG of YT521-B-PB, but potentially can initiate in-frame at a neighboring ATG, whereas allele *[NP3]* is out of frame for the first ATG and deletes the second ATG. (**b**) IME4 Western blotting of adult heads shows that compared to *yw* control, it is reduced in heterozygotes (*ime4[SK2]/TM6C*) but nearly eliminated in homozygotes (*ime4[SK2/SK2]* and hemizygotes *ime4[SK2]/Df*). IME4 is also strongly reduced in *mettl14* homozygotes compared to heterozygotes. (**c**,**d**) Quantifications of m^6^A relative to adenosine in adult flies. m^6^A levels are not affected in the total RNA of any mutants (**c**), but are lower in *ime4* and *mettl14* mutant transcripts subjected to a single round of polyA purification (**d**). Similar results were recorded in homozygous and hemizygous mutants. Each data point represents an average of two biological replicates with two technical replicates, with the error bars representing deviation from the mean.

**Figure 4:**
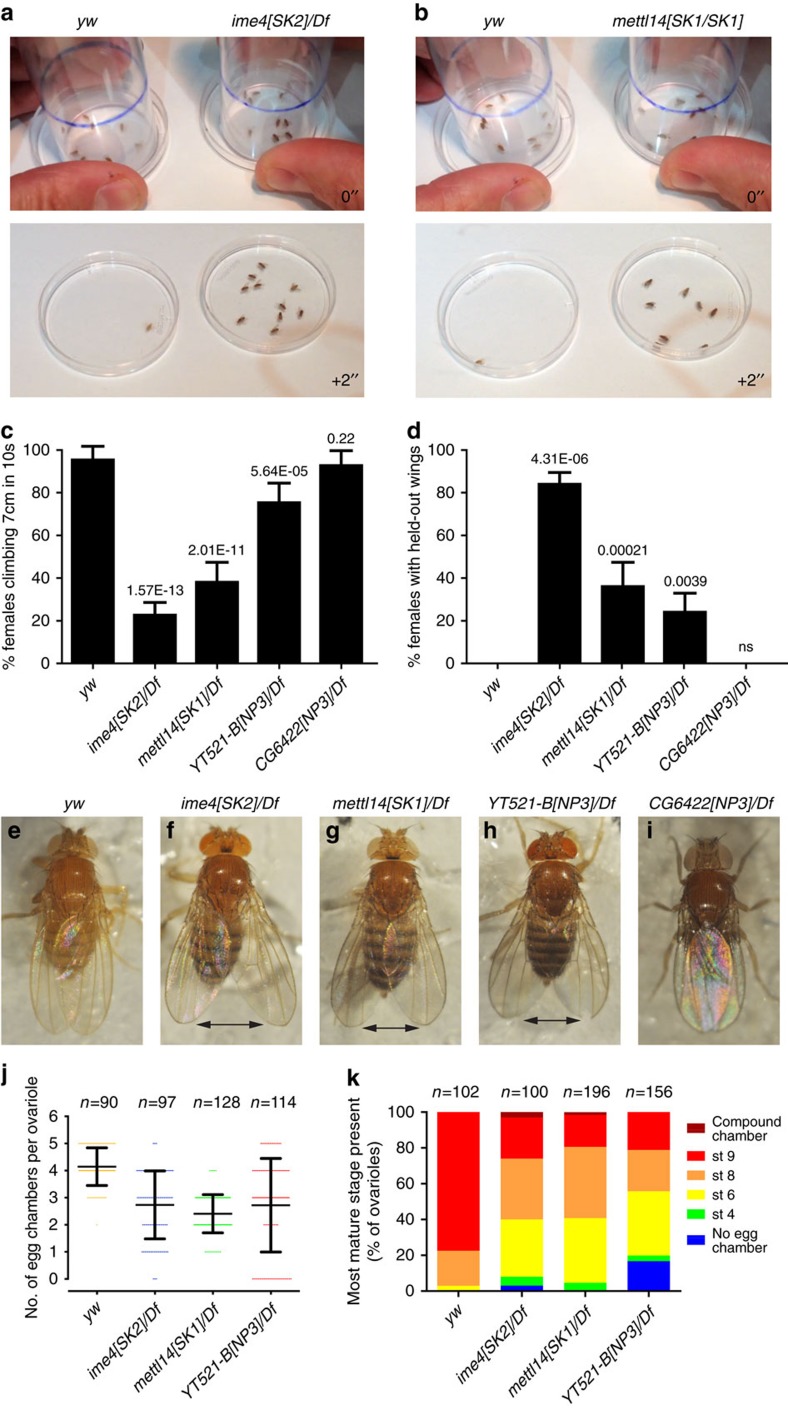
Behavioural defects in m^6^A pathway mutants. Adult female flies were analysed in these figures. (**a**,**b**) Flight defects. 10 flies were tapped down into a petri plate and their movement once the arena was opened was observed; selected video stills are shown. Most control *yw* flies jump up and/or fly away immediately, or within a couple of seconds. In contrast, *ime4* (**a**) and *mettl14* (**b**) mutants mostly remain in the plate. (**c**) Negative geotaxis assay. A total of 10 flies were placed in an empty vial and tapped to the bottom, and their ability to climb was quantified. Five independent cohorts of flies per genotype were assays, and the assay was done in triplicate for each group of flies. Nearly all control (*yw*) flies cross a 7 cm mark within 10 s; indeed, nearly all of these reached this mark in <5 s. Most *ime4* hemizygotes stayed at the bottom of the vial, and a minority slowly climb to the designated height. *mettl14* and *YT521-B* homozygous and/or hemizygous mutants also display strongly reduced negative geotaxis, whereas *CG6422* mutants were not affected. Similar behavioural defects were observed in male mutants (see Supplementary Fig. 9). (**d**) Wing postures of adult flies. The frequency of flies that exhibit held-out wings, and are unable to maintain them in a normal folded position across the back. Statistics in (**c**,**d**) are from one-way ANOVA, Tukey's Multiple Comparison Test analysis. (**e**) *yw* adult fly illustrates the normal folded position, while *ime4* (**f**), *mettl14* (**g**) and *YT521-B* (**h**) hemizygotes all show mildly held-out wings (as marked by the double arrows); *CG6422* mutant (**i**) is unaffected. (**j**) Quantification of egg-chamber number shows that different m^6^A pathway mutant ovaries exhibit fewer than in *yw* control. (**k**) Distribution of egg chamber stages shows a skew towards early stages in m^6^A pathway mutants relative to *yw* control.

**Figure 5:**
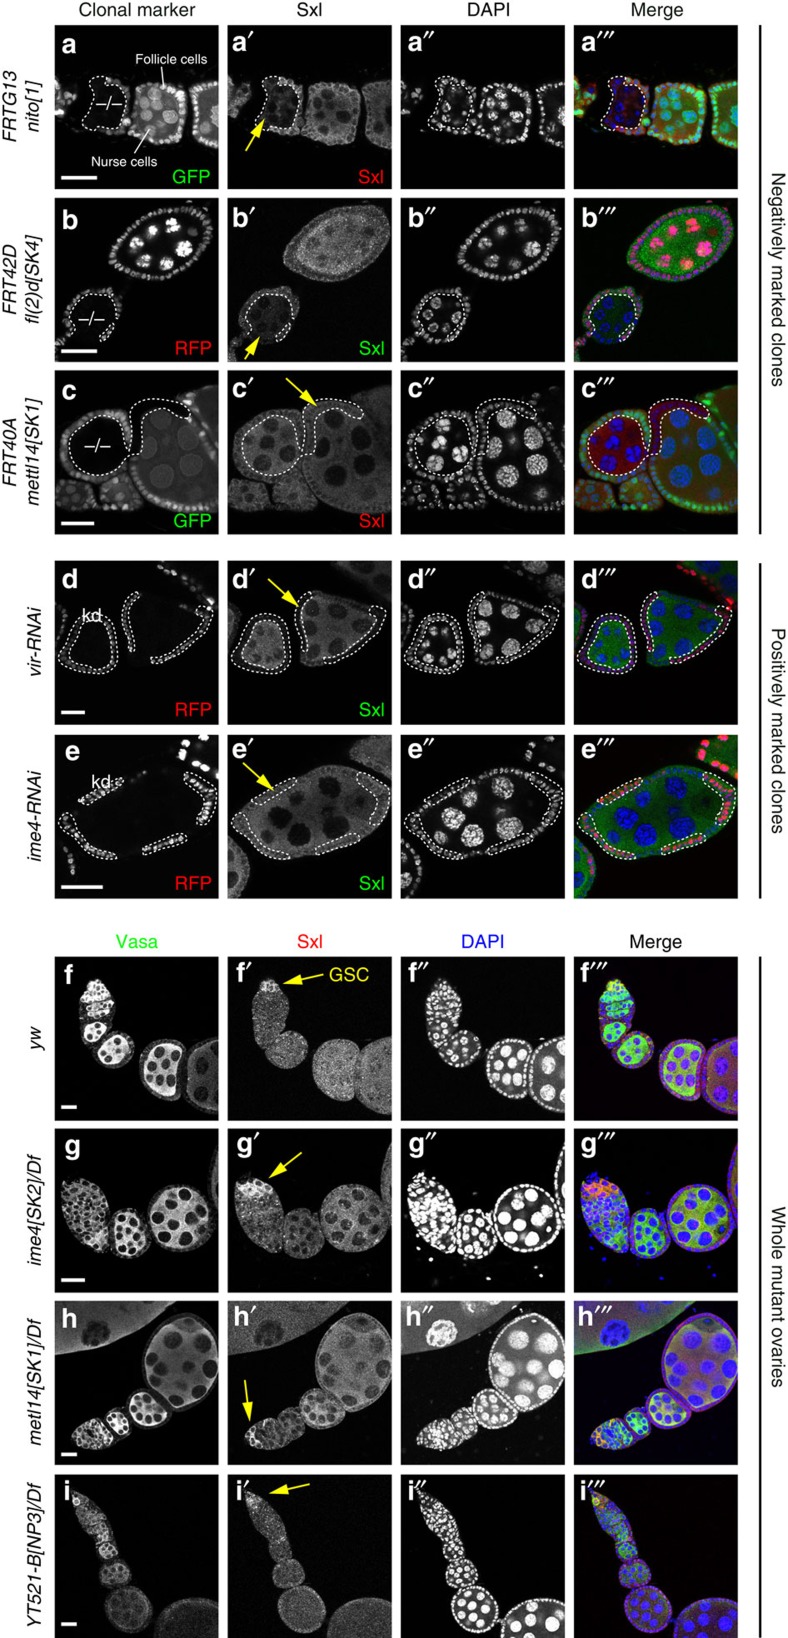
Selective requirement for classical, but not core, m^6^A factors for Sxl accumulation in ovaries. Shown are midstage egg chambers that permit comparison of somatic (follicle cells) and germline (nurse cells and/or oocyte) expression of Sxl protein. (**a**–**c**) Negatively marked mitotic clones, for which homozygous mutant cells lack either GFP or RFP (dotted clones). Sxl protein is clearly reduced in *nito*[1] (a') and *fl(2)d[SK4]* (b') clones (yellow arrows), but is maintained in *mettl14[SK1]* clones (c′). (**d**,**e**) Positively marked knockdown clones generated in somatic cells. Cells expressing the indicated RNAi transgene are labelled by RFP. Sxl protein is clearly reduced in *vir-RNAi* clones (d′) but not in *ime4-RNAi* clones (e′). (**f**–**i**) Control and mutant ovaries stained for Sxl and the germline marker Vasa. In these non-clonal settings, it is difficult to discern changes in marker protein levels as with clonal experiments. Therefore, these images include the germarium, where elevated levels of Sxl are evident in germline stem cells (GSCs). Overall normal staining patterns of Sxl and Vasa in *yw* control (**f**) are maintained in *ime4* (**g**), *mettl14* (**h**) and *YT521-B* (**i**) hemizygous ovaries. Scale bars, 20 μm.

**Figure 6:**
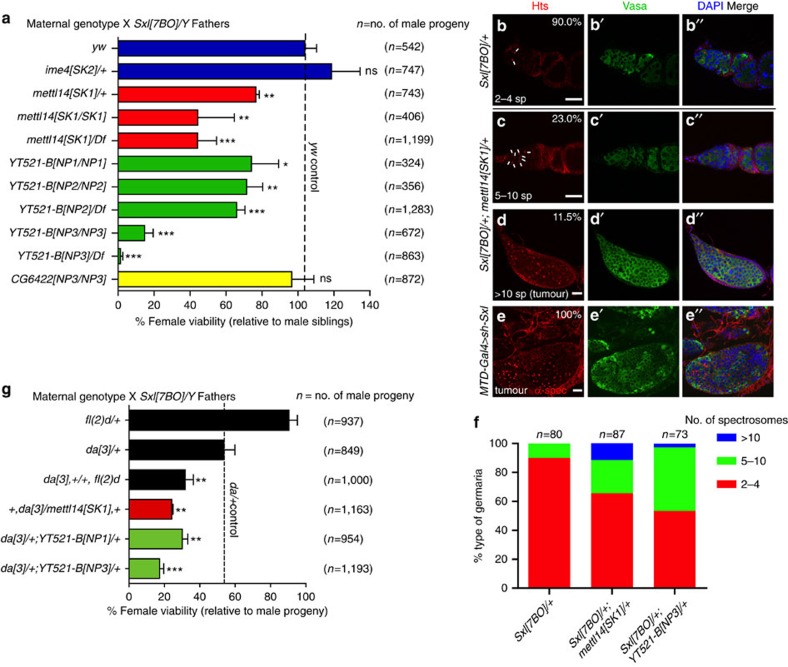
The m^6^A pathway promotes female sex determination. (**a**) Genetic interactions of m^6^A pathway mutants with *Sxl*. The indicated maternal genotypes were crossed with *Sxl* null fathers, and the viability of female adults relative to sibling male adults was quantified. *mettl14* mutants exhibit substantial loss of female *Sxl* heterozygotes, while *YT521-B* mutants, especially of the strong allele *YT521-B[NP3]*, exhibit profound loss of females that lack a copy of *Sxl*. (**b**–**e**) Germaria regions of ovarioles stained for spectrosome markers in red (Hts, (**b**–**d**) or alpha-spectrin, **e**), germline marker in green (Vasa, b′–e′), merged panels with DAPI (b″–e″). Scale bars, 20 μm. (**b**) Nearly all *Sxl/+* ovarioles exhibit the normal 2–4 spectrosomes (sp, marked by white lines). (**c**) Nearly one fourth of *Sxl/+; mettl14/+* ovarioles exhibit 5–10 spectrosomes, while >11% exhibit ovarioles full of undifferentiated germline stem cell-like tumours (**d**). (**e**) The latter resemble tumorous ovaries that result from germline knockdown of *Sxl*, although these are obtained with full penetrance. (**f**) Quantification of supernumerary spectrosome phenotypes in *Sxl* dominant interaction tests with m^6^A mutants. (**g**) Genetic interactions of m^6^A pathway mutants with *Sxl* and *da*. *Daughterless* (*da*) exhibits haploinsufficiency in *Sxl/+* females, and thus serves as a genetically sensitized background. Thus, loss of one allele of *fl(2)d* has little effect on *Sxl/+*, but concomitant heterozygosity of *da* and *fl(2)d* enhances female lethality of *Sxl/+*. Similarly, in the *da* sensitized background, heterozygosity for *mettl14* and different *YT521-B* alleles all dominantly enhance female loss in *Sxl/+*.

**Figure 7:**
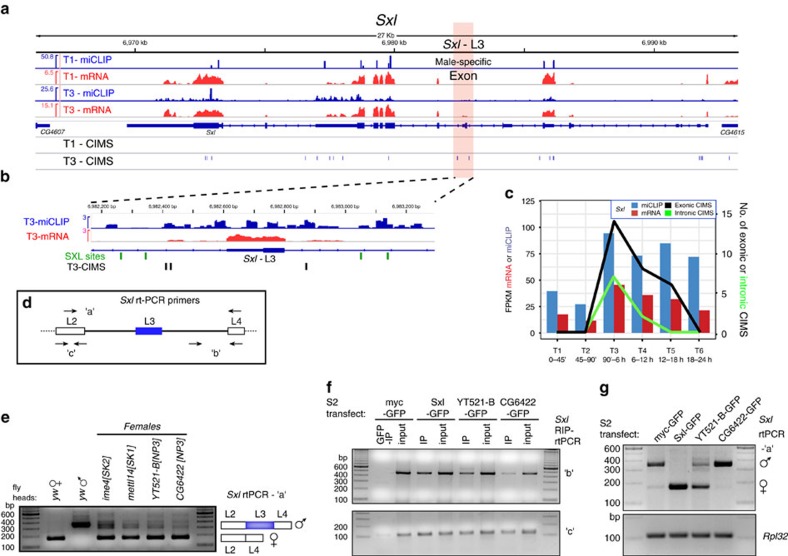
The m^6^A pathway facilitates female-specific *Sxl* splicing. (**a**) RNA-seq, miCLIP, and CIMS/m^6^A calls at the *Sxl* locus. Genome browser screenshot shows that *Sxl* transcript is detected at relatively comparable levels in maternal RNA (T1, 0–45' embryos) and in embryos following zygotic activation (T3, 90'–6 h embryos). However, there is comparably less miCLIP signal and no CIMS calls in the T1 library, whereas abundant miCLIP signal and CIMS calls were found in the T3 library. (**b**) Enlarged region centred on the L3 male-specific Sxl-exon (in pink, **a**) highlights intronic miCLIP signal, three intronic CIMS calls, and two pairs of Sxl autoregulatory binding sites that flank the alternatively spliced exon. (**c**) Analysis of RNA-seq and miCLIP expression (left Y-axis), and exonic/intron CIMS sites (right *Y*-axis) across embryogenesis emphasizes that miCLIP and CIMS calls at Sxl are found specifically in T3. (**d**) Summary of *Sxl* rt-PCR primers. (**e**) rt-PCR analysis of head transcripts shows the segregated accumulation of female and male isoforms in each sex, whereas m^6^A writer and reader mutant females detectably accumulate the male isoform. (**f**) RIP-rtPCR assays of GFP-tagged constructs transfected into (male) S2 cells, assayed for *Sxl* amplicons ‘b’ and ‘c’ (**d**). As with Sxl, YT521-B and CG6422 associate with *Sxl* transcripts. (**g**) Effect of transfected constructs on Sxl splicing in S2 cells. As with ectopic Sxl, overexpression of YT521-B induces a switch towards the female-specific *Sxl* splicing pattern.

# Supplementary material for: The m6A pathway facilitates sex determination in Drosophila
**Source:** Nat Commun. 2017 Jul 4;8:15737. doi: 10.1038/ncomms15737
**Supplement:** Supplementary Information — Supplementary Figures

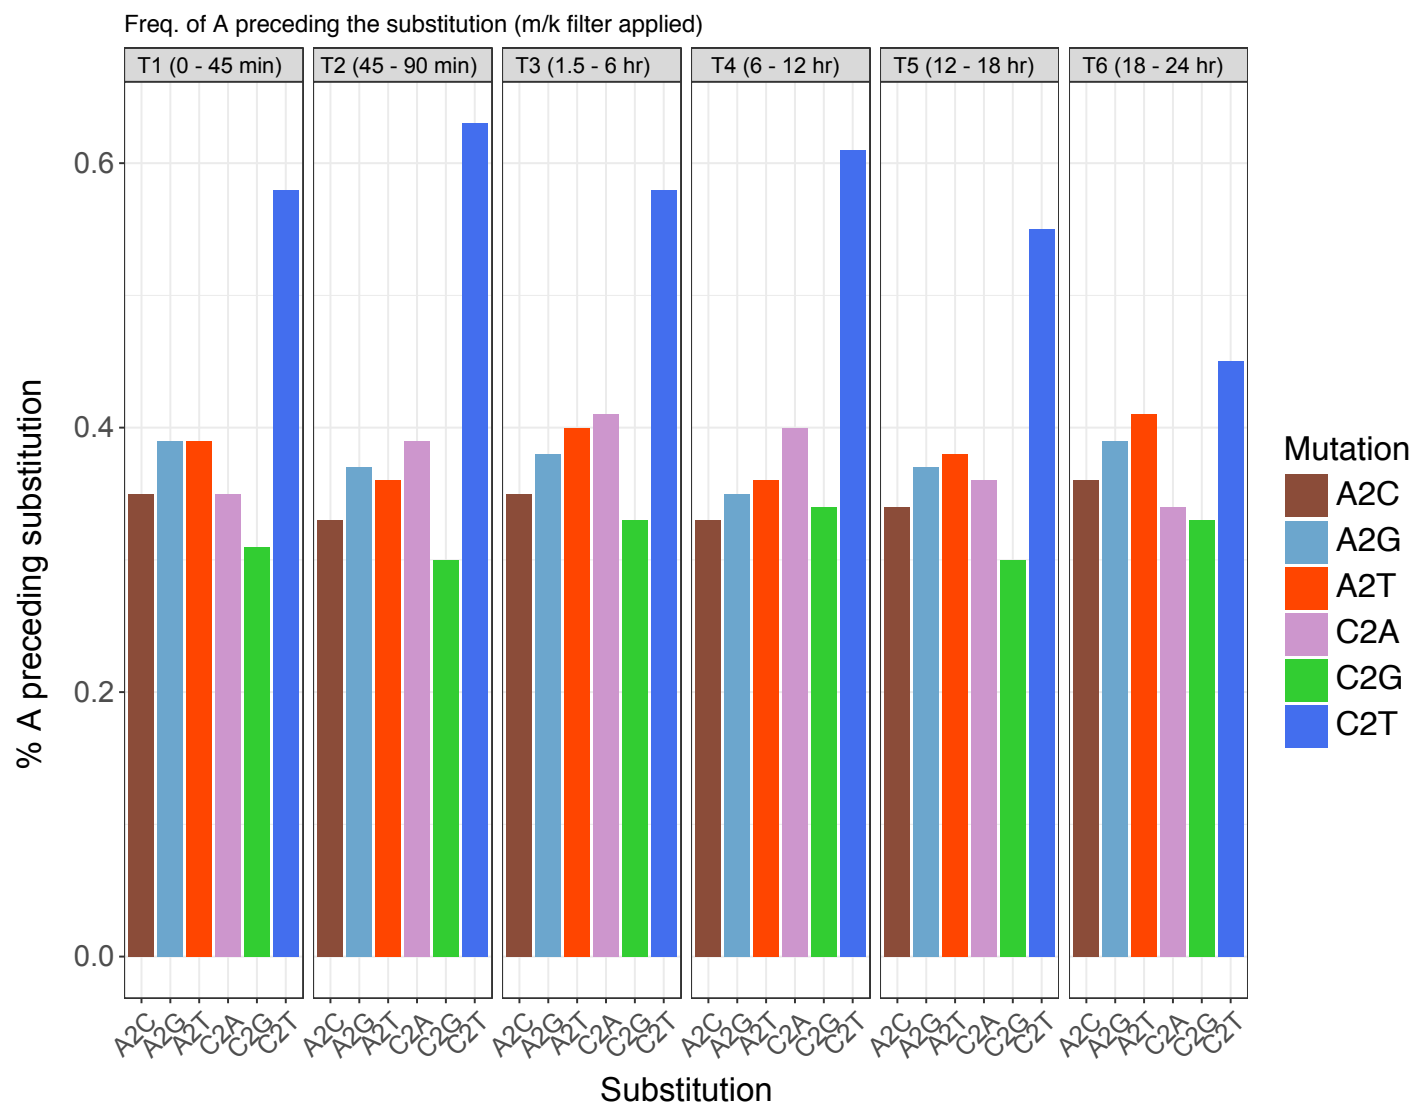

**Supplementary Figure 1. Selective enrichment of A upstream of C-to-T transitions in miCLIP data.**

The frequency of adenosine preceding C-to-T transitions annotated through the CIMS pipeline is substantially higher than other types of nucleotide substitutions. Note that for the T6 library, the “A” enrichment is not as high as in other libraries, indicating CIMS confidence is less certain.

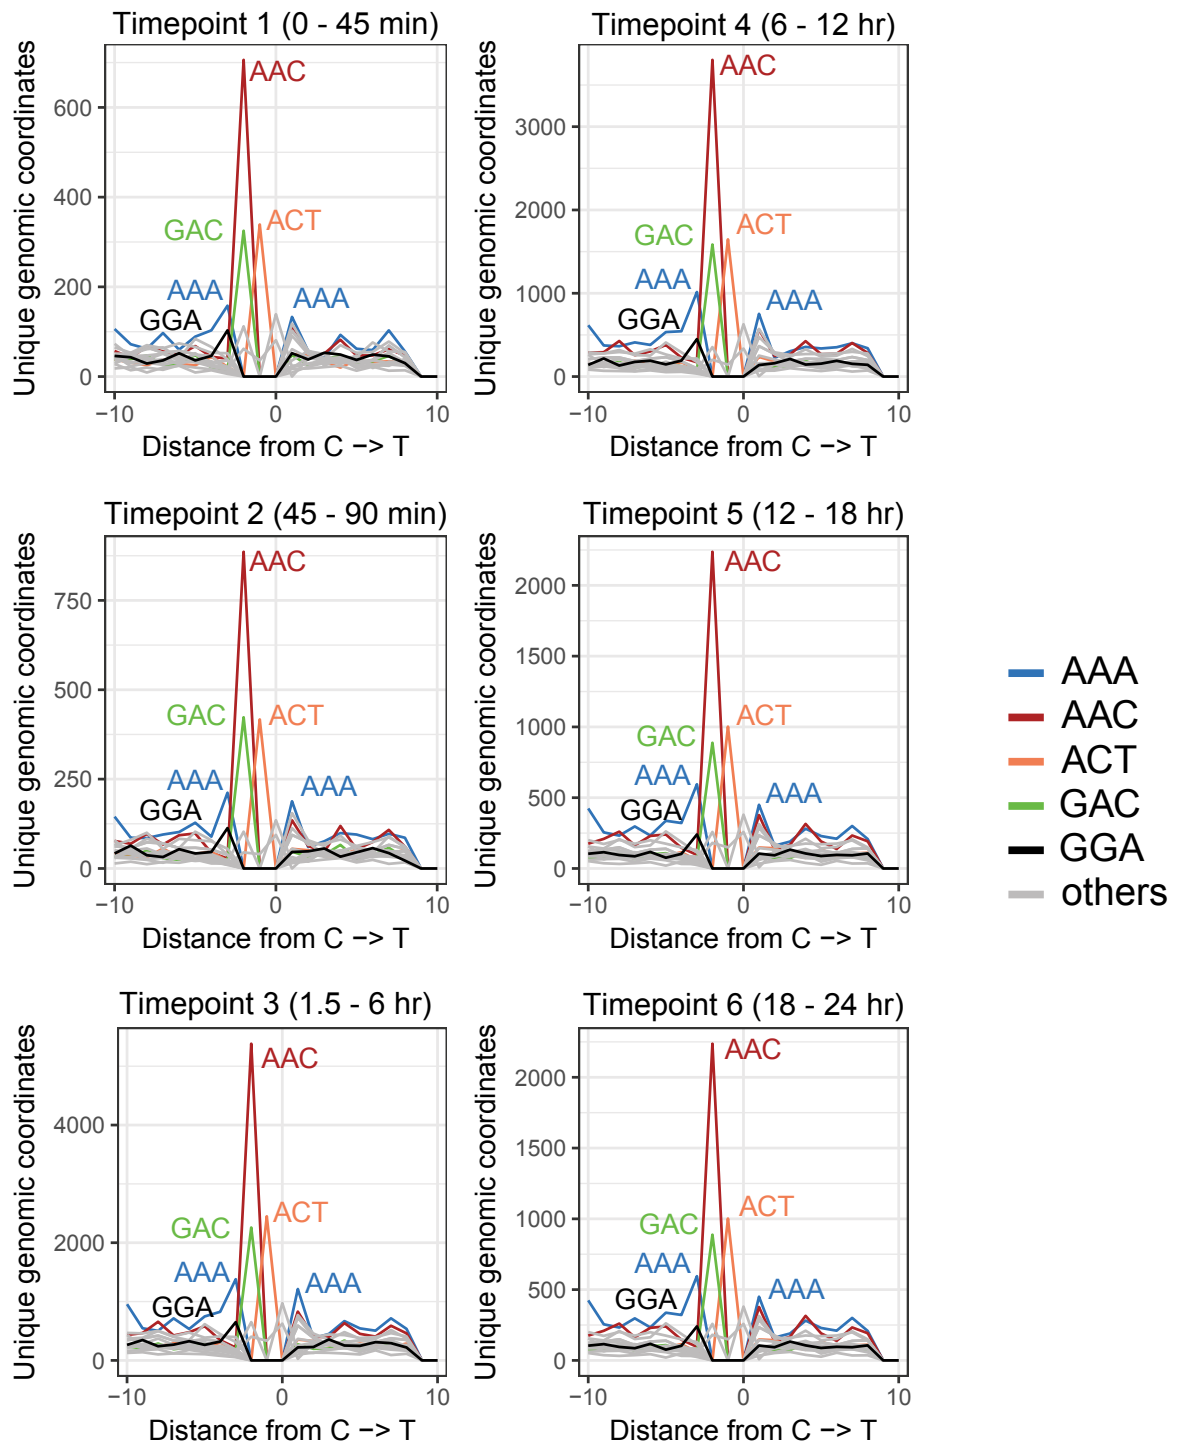

**Supplementary Figure 2. Positional enrichment of submotifs in the vicinity of CIMS calls.**

Shown are motif enrichment plots centered on CIMS calls in each library. The peak is shown at the first nucleotide of the motif. GAC, AAC, and ACT, which form submotifs on the canonical DRACH motif of m6A sites in other species. Note that the fly m6A sites show preference for being in local A-rich regions (AAA submotifs, which are not contingent on location at a CIMS). However, GGA submotif, which is also not contingent on location at a CIMS, is also enriched precisely at the three nucleotides upstream of CIMS.

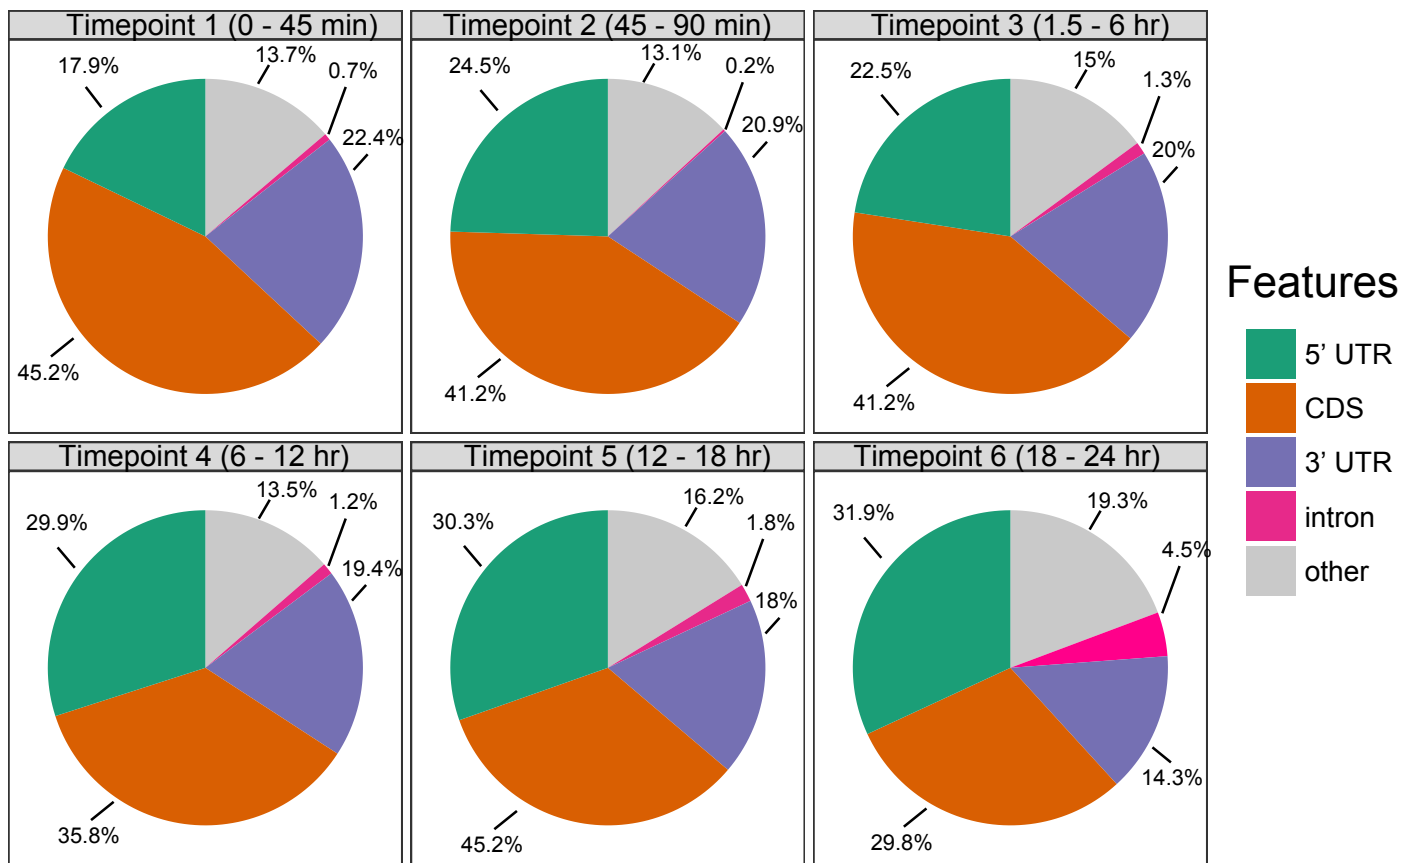

**Supplementary Figure 3. Genomic locations of CIMS calls across the miCLIP datasets.**

The overall distribution of CIMS calls relative to genomic annotations is similar across embryogenesis, except that the fraction of intronic hits increases with the onset of zygotic transcription (in timepoint 3).

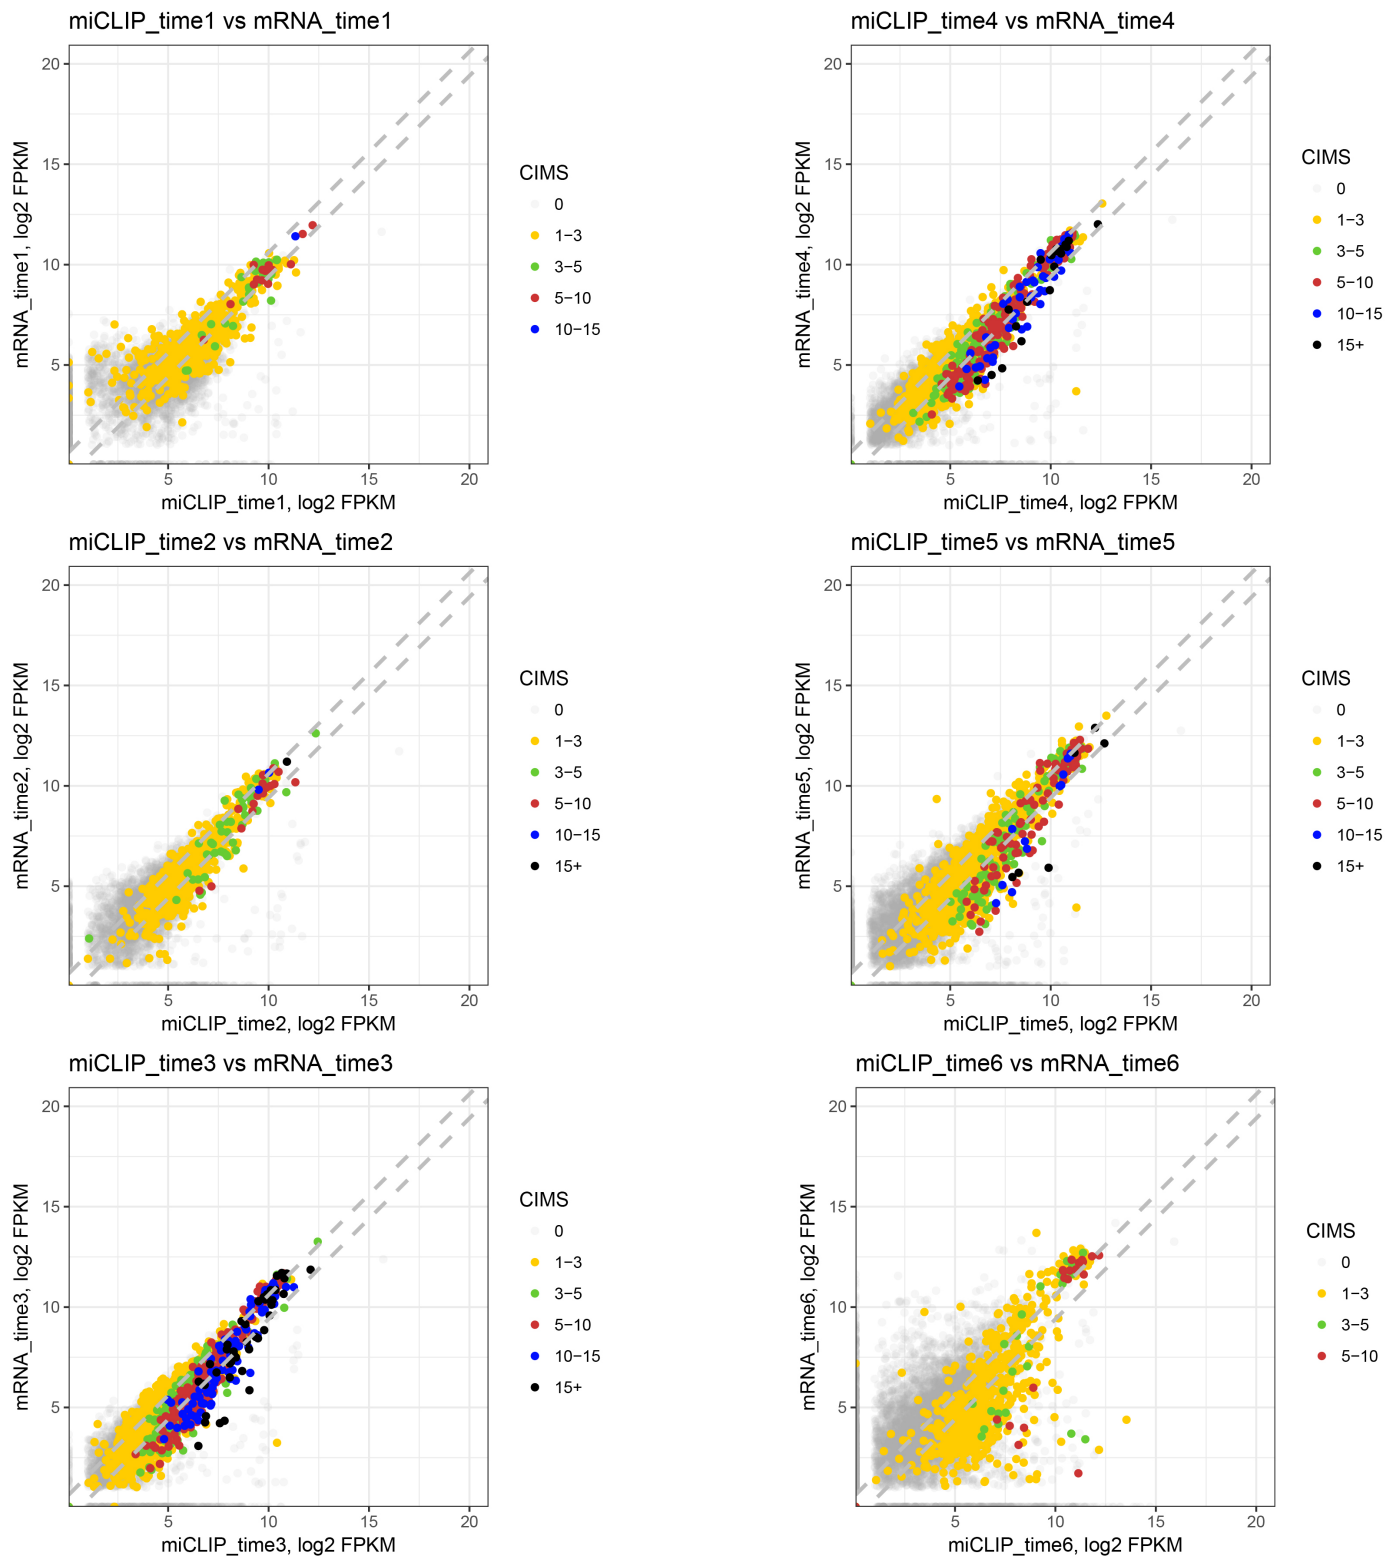

#### Supplementary Figure 4. miCLIP vs mRNA-seq correlations.

Correlation of miCLIP and RNA-seq expression across the 6 developmental timepoints across embryogenesis. 

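At the 1.5-fold difference drawn in these plots, 2112 genes were higher in miCLIP in T1, 1443 in T2, 1396 in T3, 1423 in T4, 2295 in T5 and 2559 in T6. Lower by the same factor were 1246, 1390, 1525, 1635, 2614 and 3296 genes. These counts include all genes with an FPKM of at least 1 in both libraries of a timepoint, with or without a CIMS call.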

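The values that Supplementary Data 5 prints for its genes with CIMS and higher miCLIP were set against the deposited FPKM of the same genes. On the log2 scale without a pseudocount, both the miCLIP and the mRNA-seq values printed for T1 to T5 lay within 0.001 of the deposited value of the same timepoint for 100% of the matched genes. The largest difference was 4.37e-05 in miCLIP, in T1, and 4.1e-05 in mRNA-seq, also in T1. The median difference in mRNA-seq was 2.81e-06 in T2, and 0.0520 when a pseudocount of 1 was added to the deposited value. The mRNA-seq values in Supplementary Data 5 are thus those of the libraries made with miCLIP.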

We grouped comparable modENCODE mRNA-seq datasets for this analysis. The dotted lines indicate 1.5-fold difference, and the number of CIMS sites per gene is color-coded. In general, there is a good correlation between miCLIP and RNA-seq data, but a skew towards miCLIP enrichment can be seen for a subset of loci in each library.

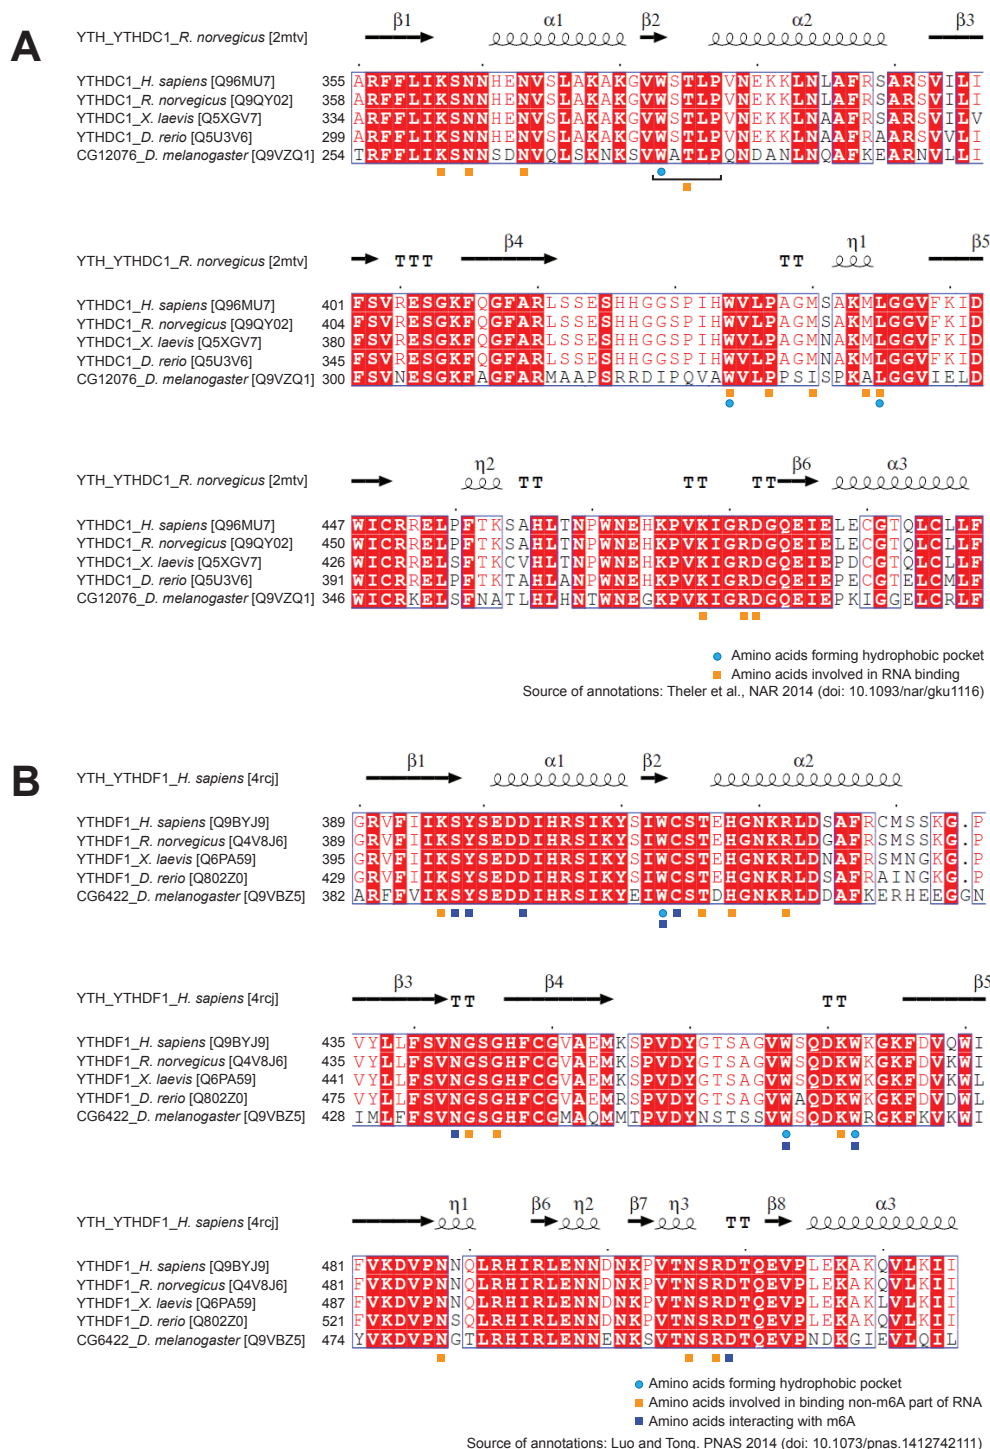

### Supplementary Figure 5. Drosophila YTH domains bear conserved features for m6A binding.

YTH domains from CG12076/YT521-B (A) and CG6422 (B) have a significant homology with the domains from other YTH proteins that are known to bind m6A. Shown here are amino acid alignments of the two YTH domains with the YTH domains from other organisms. The secondary structure elements from rat YTHDC1 (PDB accession number: 2mtv) and human YTHDF1 (PDB accession number: 4rcj) are also shown at the top of each alignment in panels A and B, respectively. Amino acids interacting with m6A and the RNA backbone are indicated below the alignments with colored circles and squares. Residues forming the hydrophobic pocket are indicated by blue circles, and the residues contacting the RNA are shown in orange or blue squares.

ime4/mettl3

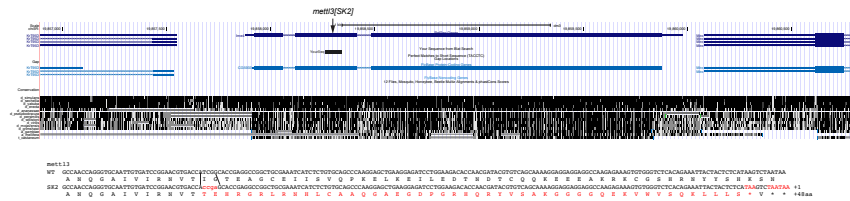

mett14

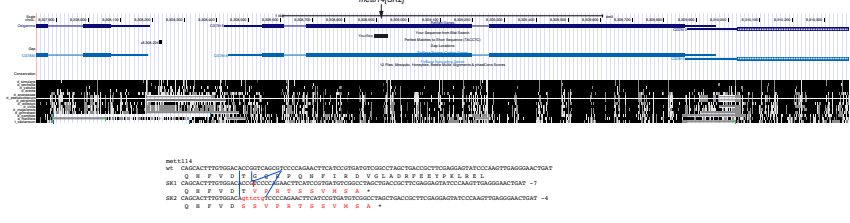

fl(2)d

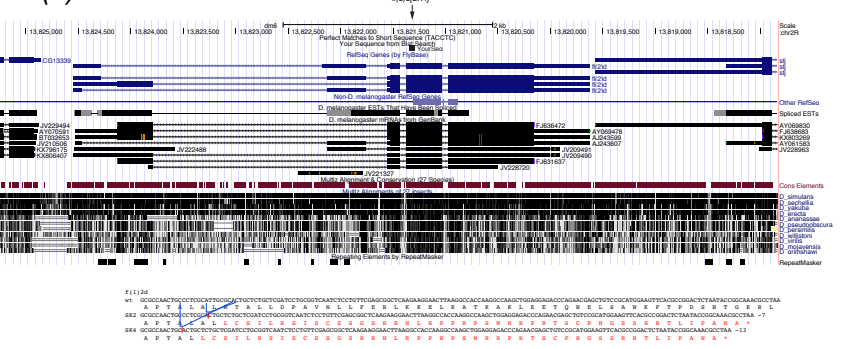

YT521-B

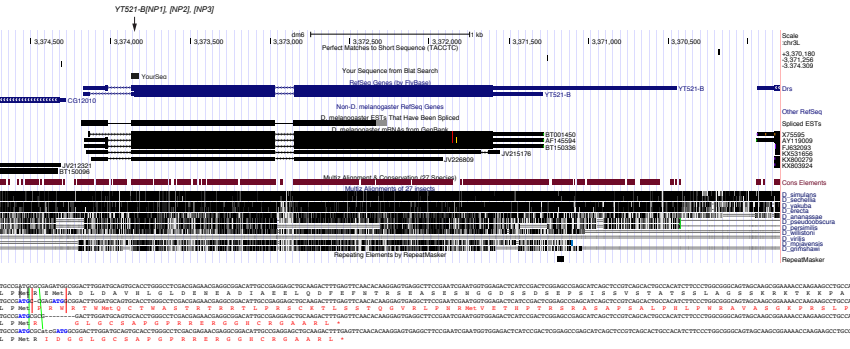

CG6422

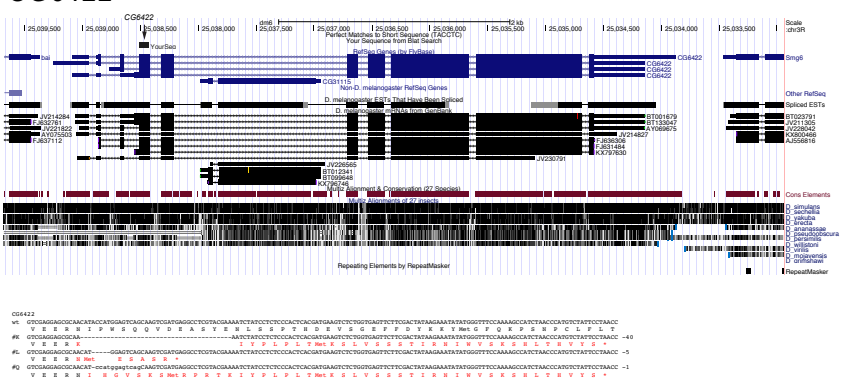

**Supplementary Figure 6. CRISPR-induced mutations in m6A pathway factors.**  
Shown are genomic details of the five m6A factors subjected to CRISPR/Cas9-mediated mutagenesis. The locations of frame-shift indels are indicated above each locus, and the genomic alterations and predicted mutant proteins are shown below each locus.

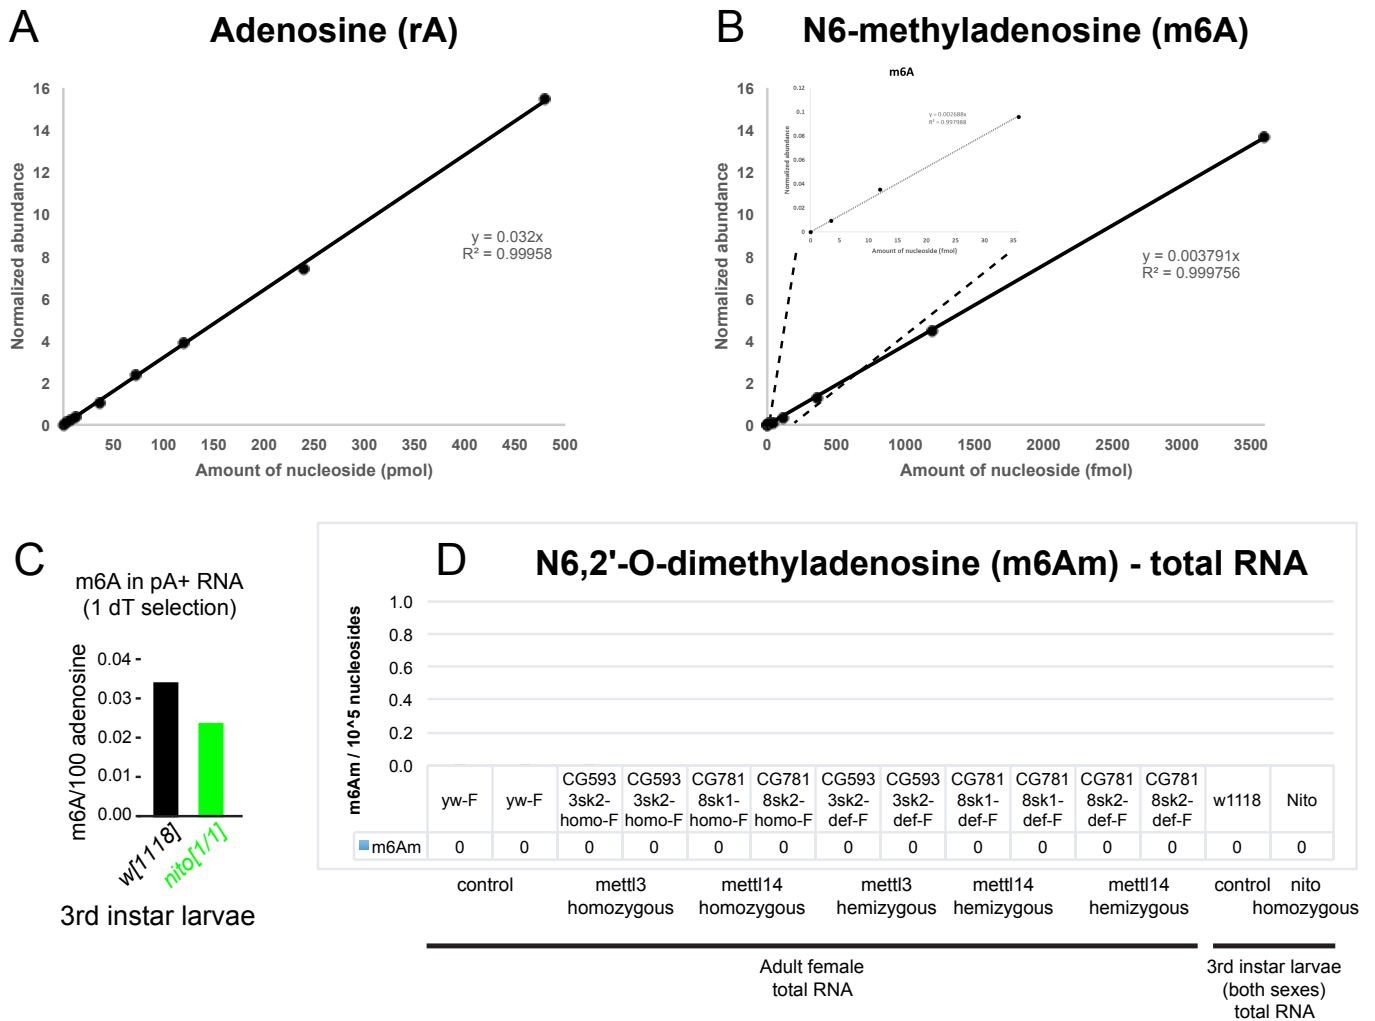

### Supplementary Figure 7. Calibration curves for m6A quantification and m6Am analysis.

Shown are standard calibration curves for detection of adenosine (A) and N6-methyladenosine (B) used for absolute quantifications. Inset on (B) shows the lower quantification range. (C) Modest reduction in m6A in nito homozygous mutant larvae compared to control w[1118]. The modest reduction might be due to maternal deposits and/or incomplete rRNA depletion by single dT selection. (D) Failure to detect m6Am in total RNA of control and m6A pathway mutants.

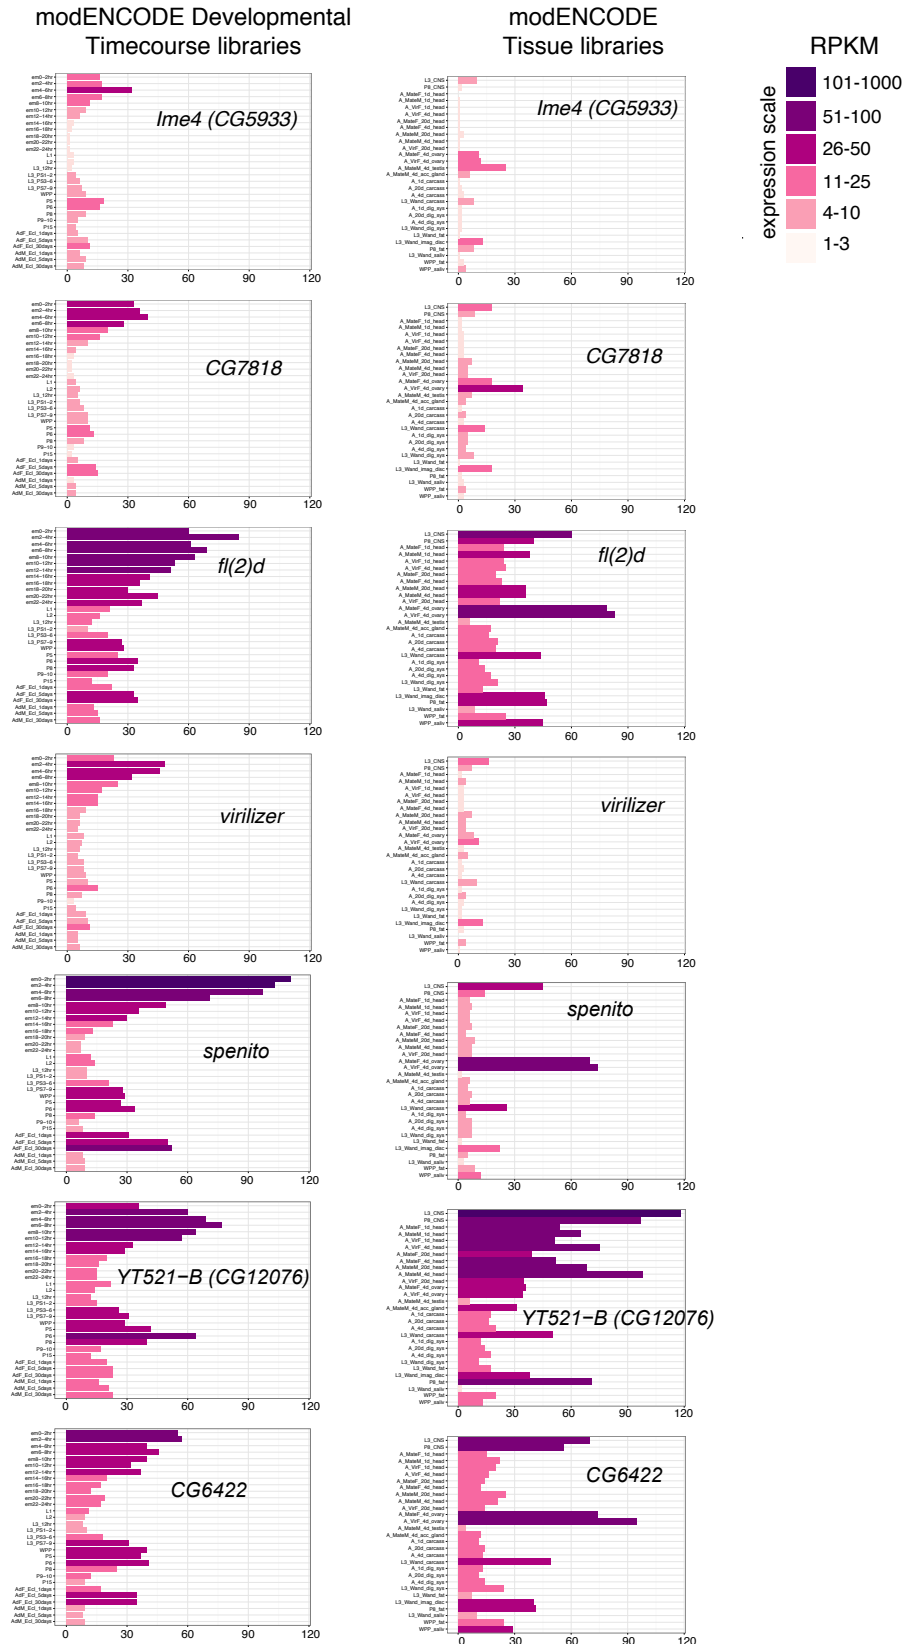

**Supplementary Figure 8. Expression of m6A-related factors across modENCODE data.**

Shown are the RPKM measurements of the indicated factors across diverse developmental time-course datasets (left column) or dissected tissue datasets (right column) produced by the modENCODE project. Note that all factors exhibit maximal or preferential expression in neural libraries (e.g., larval or pupal CNS, or adult heads), and that gonads (ovaries or testes) represent another location of elevated expression of m6A-related factors.

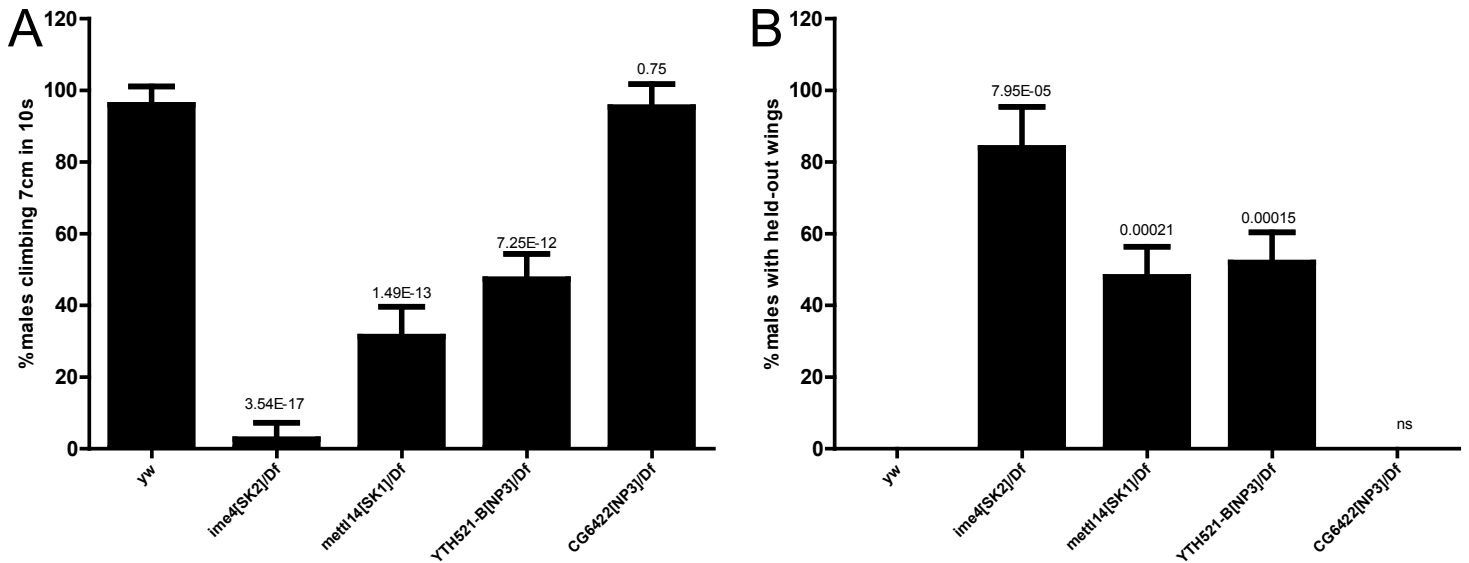

### Supplementary Figure 9. Defective negative geotaxis and held-out wings in m6A-pathway mutant males.

(A) Negative geotaxis assay. 10 flies were placed in an empty vial and tapped to the bottom, and their ability to climb was quantified. Five independent cohorts of flies per genotype were assayed, and the assay was done in triplicate for each group of flies. Nearly all control (yw) flies cross the 7cm mark within 10 seconds; indeed, nearly all of these reached this mark in <5 seconds. Most *ime4* hemizygotes stayed at the bottom of the vial, and a minority slowly climb to the designated height. *mettl14* and *YTH521-B* hemizygous mutants also display strongly reduced negative geotaxis, whereas *CG6422* hemizygotes were normal. (B) Quantification of held-out wings in the indicated genotypes. This wing posture defect is roughly correlated with the presence of locomotor defects quantified in other assays.

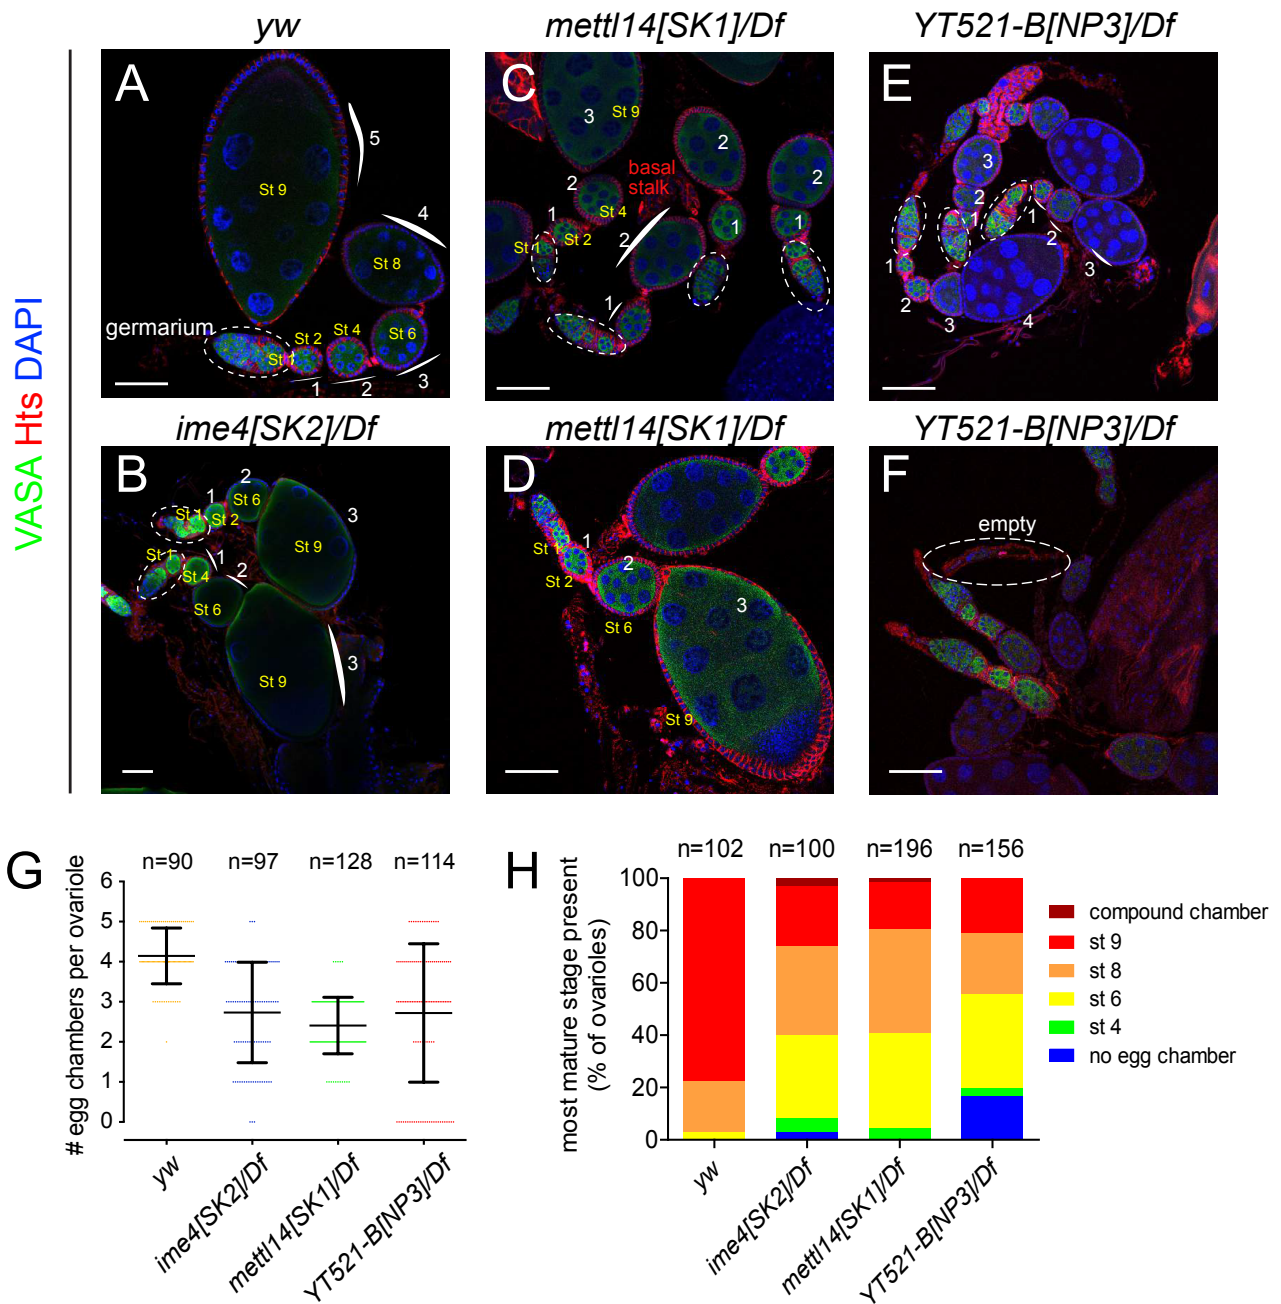

### Supplementary Figure 10. Oogenesis phenotypes of m6A pathway mutants

(A–F) Ovaries were stained with anti-Hts (red) and anti-Vasa (green) antibodies. Germarium structures are marked with dotted outlines, and the numbers of egg chambers in selected individual ovarioles are labeled with white numbers. The stages of selected egg chambers are labeled in yellow. (A) Control *yw* genotype illustrates the normal progression of an ovariole with a germarium followed by a string of egg chambers of various stages, in this case five egg chambers going up to stage 9. (B) *ime4* hemizygous ovarioles showing abbreviated sets of egg chambers. (C–D) Examples of *mettl14* hemizygous ovarioles, illustrating either abbreviated strings of egg chambers (C) or an ovariole that contains a relatively mature stage 9 egg chamber but misses some earlier stages (D). (E–F) Examples of *YT521-B* hemizygous ovarioles, which either show mild loss of egg chambers (E) or a rarer class of empty ovariole lacking egg chambers (F). scale bars, 50  $\mu$ m. (G) Quantification of egg-chamber number shows that different m6A pathway mutant ovaries exhibit fewer than in *yw* control. (H) Distribution of egg chamber stages shows a skew towards early stages in m6A pathway mutants relative to *yw* control.

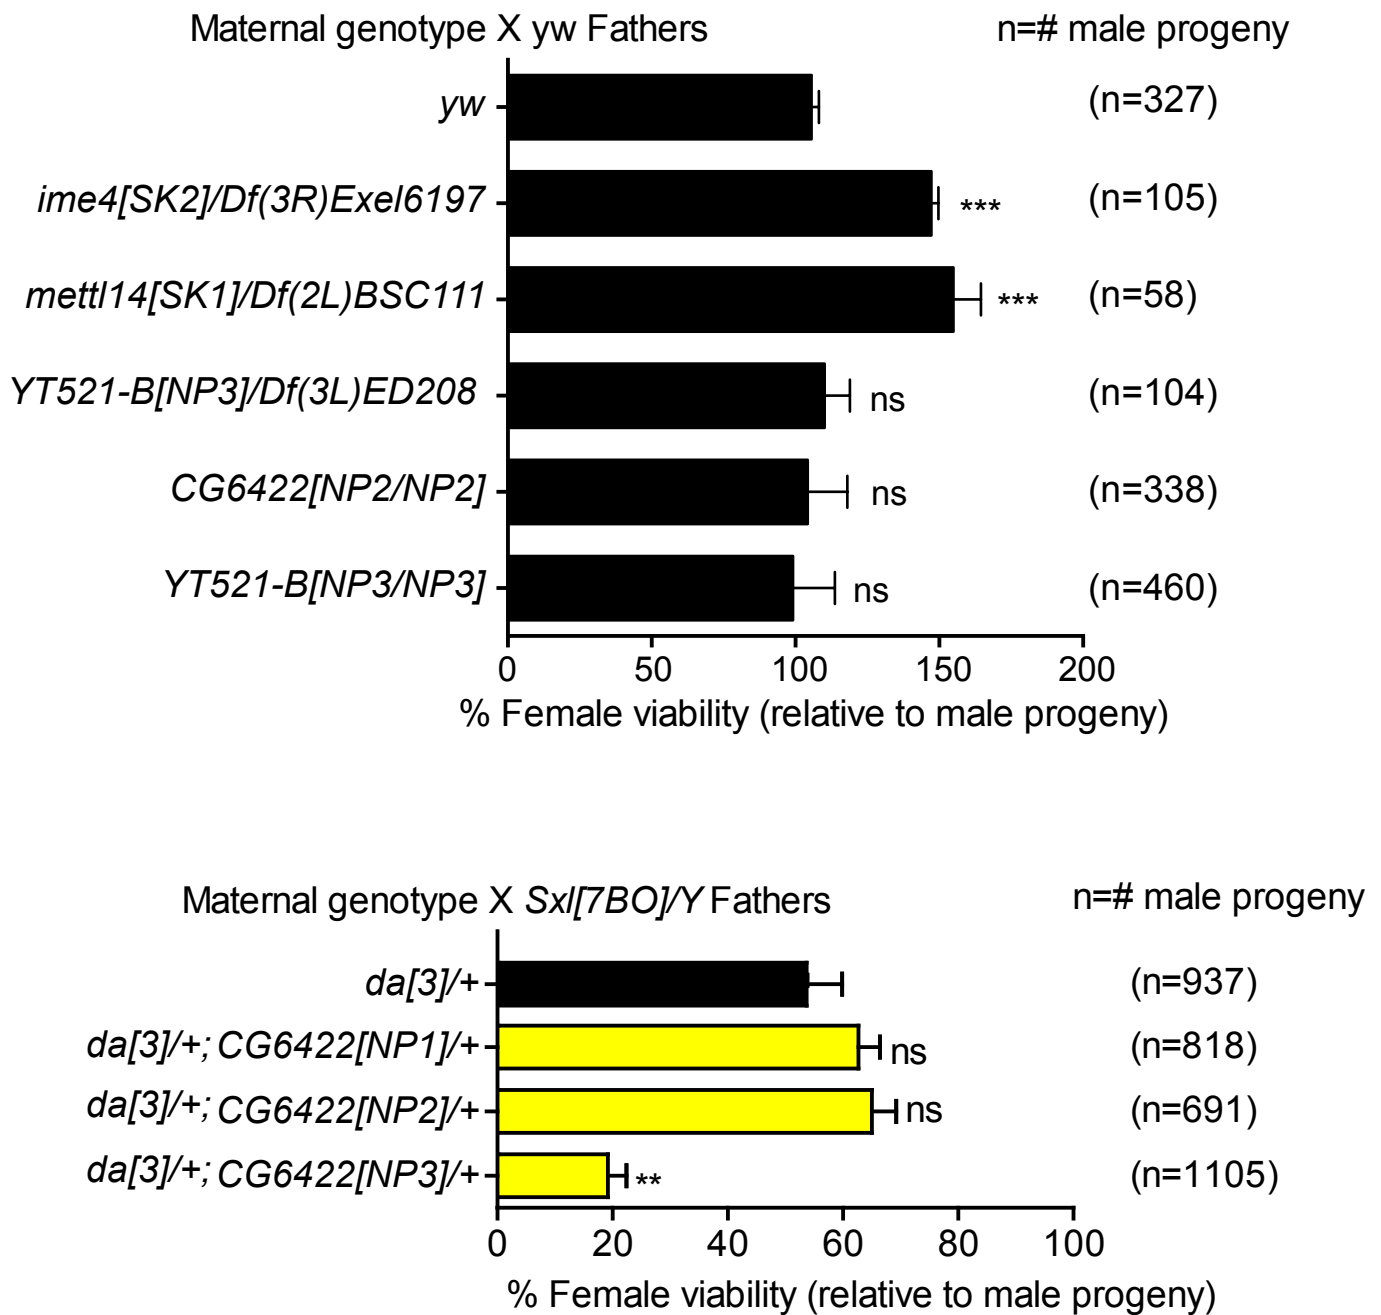

**Supplementary Figure 11. Additional analysis of female survival in m6A pathway mutants.**

(Top) This graph summarizes the female survival as a percentage of male siblings in various m6A pathway mutants. Female lethality is not observed, in contrast to genetic sensitization experiments involving *Sxl* heterozygosity.

(Bottom). Genetic interaction tests of *Sxl*, *da* and CG6422. Maternal heterozygosity of *da* combined with paternal *Sxl* heterozygosity results in ~50% female lethality. This was not modified by two of the CG6422 alleles, but inclusion of CG6422[NP3] dominantly enhanced female lethality.

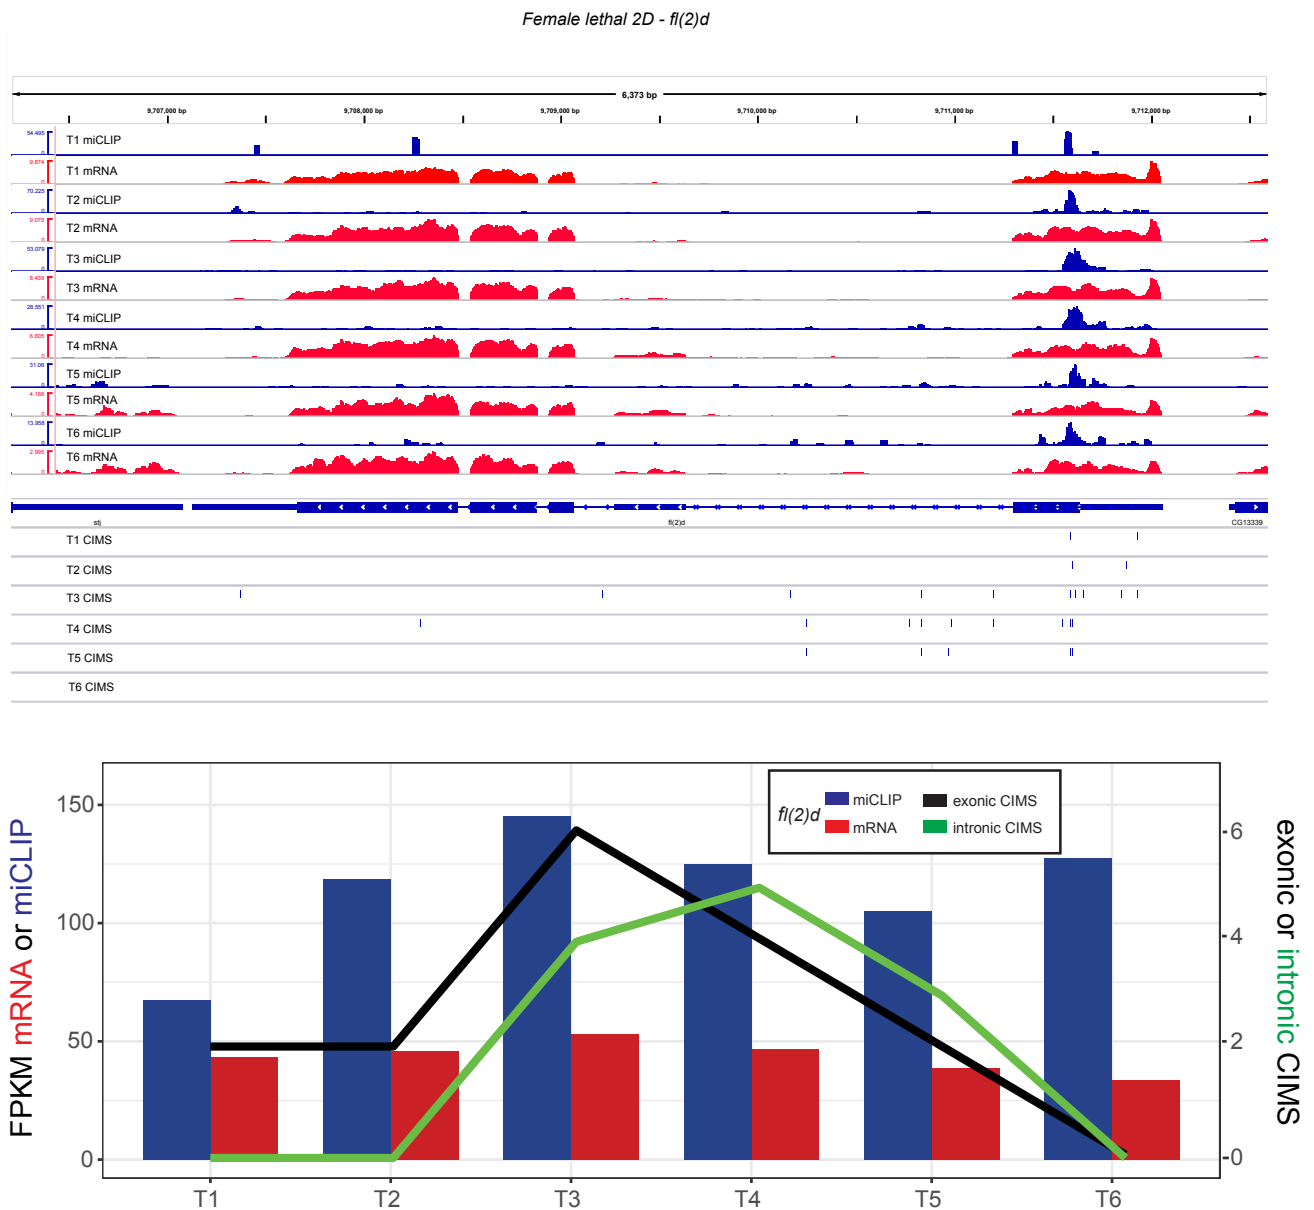

### Supplementary Figure 12. Summary of mRNA-seq, miCLIP and CIMS calls at *fl(2)d*.

Along with *Sxl* (Figure 7C-D), *fl(2)d* is one of the top loci in the genome in terms of intronic CIMS calls (see also Supplementary Table S6). (Top) Summary of miCLIP, mRNA-seq and CIMS tracks at *fl(2)d*. A prominent set of CIMS calls is observed in its first intron, in addition to a 5' UTR peak. (Bottom) Analysis of RNA-seq and miCLIP expression (left Y-axis), and exonic/intron CIMS sites (right Y-axis) across embryogenesis. These summaries emphasize that miCLIP and CIMS calls at *fl(2)d* are found specifically in datasets following activation of zygotic transcription.

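The miCLIP FPKM of *fl(2)d* was 67.5 in T1 and 118.8 in T2, before zygotic activation, and 145.3, 125.1, 105.1 and 127.3 in T3 to T6. These are reads on the whole gene and rest on 1828 reads in T1 and 1941 in T2. In mRNA-seq its FPKM was 43.2, 46.0, 53.1, 46.8, 38.6 and 33.6 from T1 to T6. The intronic CIMS that Supplementary Data 6 lists for *fl(2)d* lie in T3 (4 sites), T4 (5 sites) and T5 (3 sites).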

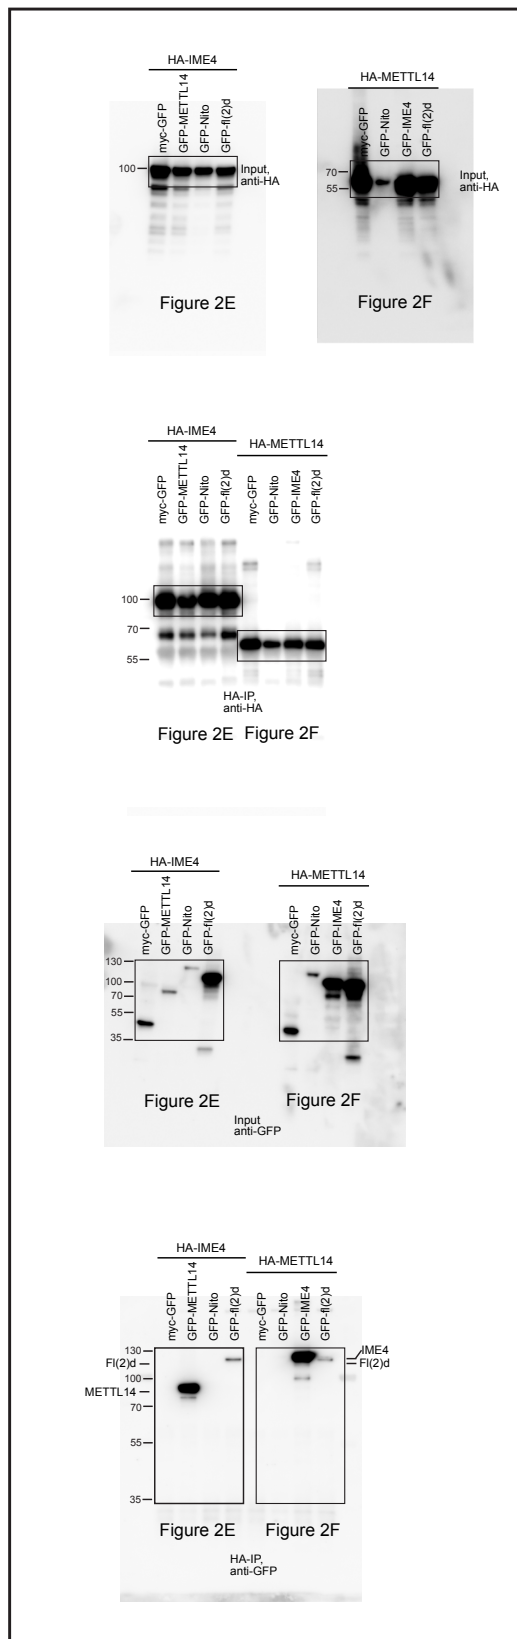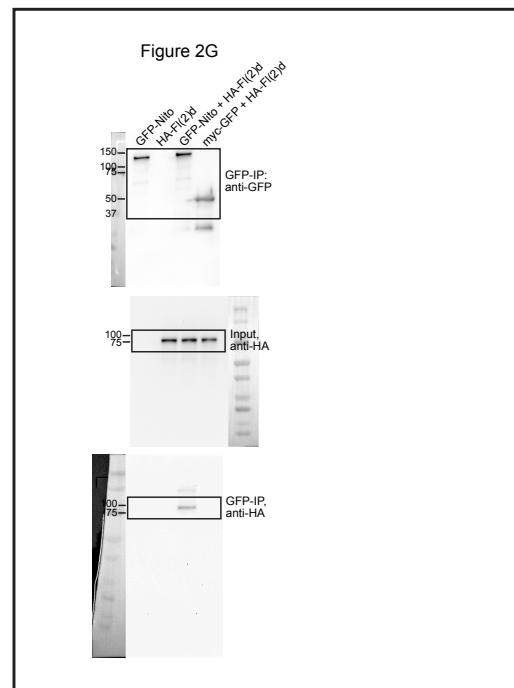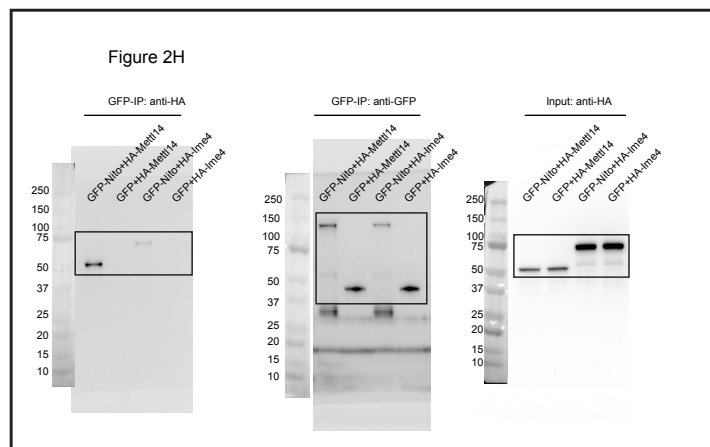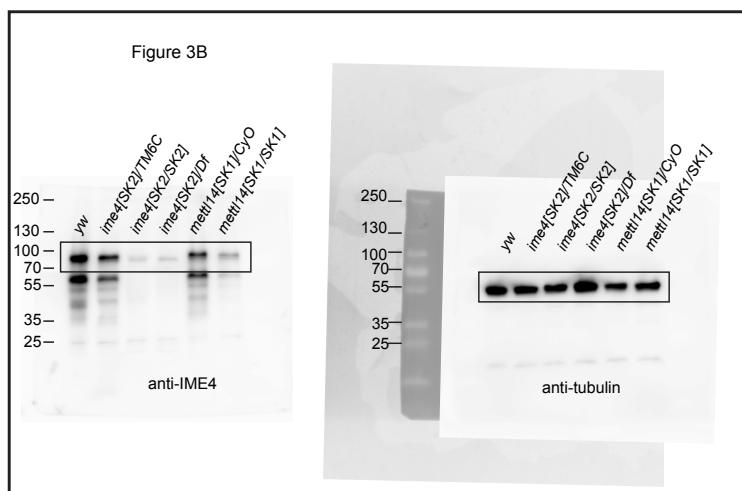

Supplementary Figure 13. Uncropped Western blots for data presented in the main figures.

How the deposited data were processed for this re-analysis (not part of the article)

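Embryos of *Drosophila melanogaster* were collected in 6 timepoints (T1, 0 to 45 min; T2, 45 to 90 min; T3, 1.5 to 6 h; T4, 6 to 12 h; T5, 12 to 18 h; T6, 18 to 24 h), and 1 miCLIP and 1 mRNA-seq library was made for each, which gives 12 libraries. The paper states that aliquots of the same RNA samples went into both assays. The paper and the growth protocol in the sample records name the strain as Canton S, and the strain entry of these records names it as yw. Each library was assigned to its assay and timepoint by its name, and 0 value columns were left without a library.

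The values used are FPKM per gene, which the authors made from reads counted on genes and deposited as a single table of 14977 genes. According to the paper, adaptors were trimmed with Flexbar, miCLIP reads were demultiplexed and freed of PCR duplicates with pyCRAC, reads of both assays were mapped with Subread-align, counted with featureCounts and normalized with the DEseq package. The mRNA-seq libraries were made with a stranded kit, and the paper's text gives no gene lengths, size factors or strand setting for the counting. Genes that overlap on opposite strands, and near-identical copies such as the U2 snRNA genes, can therefore share or lose reads in ways the values do not show. FPKM values divide by gene length and by a factor of the library, so they can be compared between genes and between libraries only as far as these factors hold. The sum of a library was not fixed, and it was higher in T6 than in T1 in both assays.

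From these values, the number of reads on each gene was recovered from the steps that single reads leave in the values of each gene, for 13982 genes. The other 995 genes have no read in any library. The recovery was tested on simulated data, in which 99.8% of the 10947 genes with a read in at least 6 libraries were exact. Genes with reads in fewer libraries were not scored. Recovered reads were used for depth, for counting intervals and for the filter of at least 20 reads, and not for a test across genes. Intervals for the ratio of 1 gene are exact Clopper-Pearson intervals at the 95% level and cover counting error only.

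Within each timepoint, Spearman correlations across genes, log2 ratios of miCLIP over mRNA-seq with a pseudocount of 1, and the numbers of genes over 2-fold higher or lower were computed over genes with an FPKM of at least 1 in both libraries. A list of 121 transcription factors, 117 of them in the table, was set against 10000 random lists of the same size, drawn within 20 bins of the mean of the log2 values. Genes with CIMS and higher miCLIP were taken from Supplementary Data 5, whose T1 to T5 lists hold no gene with a fold below 1.50, and genes with intronic CIMS from Supplementary Data 6. The T6 part of Supplementary Data 5 is not used here, since it is held only in part. No test across genes was made within a timepoint, because there is 1 library per assay and timepoint. No test paired over the 6 timepoints was made either. The only test between timepoints is the exact binomial test on the intronic CIMS of *Sxl*.

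The counting of genes past 2-fold was tested on simulated data with 7566 genes, made for T3 with counting error only. All 100 genes raised 4-fold were called higher, 93 of 100 genes lowered 4-fold were called lower, and 0 of 6305 unchanged genes with at least 100 expected reads were called. The simulated pair correlated at 0.984, against 0.870 for the T3 libraries themselves. The test thus covers false calls from counting error at the T3 depth, and not those from other differences between the assays. Of 100 random lists, 9 lay above the 95th percentile, so a percentile between 95 and 100 is less rare than its name says. All 20 lists shifted on purpose lay at the 100th percentile.

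The genes named in the text are those the paper names for these libraries (*Ubx*, *Sxl*, *fl(2)d*, the other genes with at least 4 intronic CIMS in a library, and the m6A factors *Ime4*, *CG7818*, *vir*, *nito*, *YT521-B* and *CG6422*), and the 5 genes with the largest median log2 ratio over the 6 timepoints among the 4802 genes with an FPKM of at least 1 in all libraries. Gene symbols are those of the table. Older symbols and RNA classes were matched through the RefSeq annotation of BDGP6.54, which gave a class for 14918 genes. No genome coordinates are given, since the table has none and that annotation is of a later assembly than the one the authors mapped to.

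The main settings, the rule for named genes and the alternatives were written before the data were examined, except for 3 alternatives. These are ratios without a pseudocount, the filter of at least 20 recovered reads and random lists matched also on gene length, which were added after the values had been seen. The other alternatives are a pseudocount of 0.1, all genes above 0 in either library, a mean FPKM of at least 10, Pearson in place of Spearman correlation, each library scaled to a sum of 1000000, ratios centred on their median, a fold of 1.5, random lists matched on the mRNA-seq value alone, an FPKM below 5 in place of 1 as not expressed, and correlations without 93 cytoplasmic ribosomal protein genes. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.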

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

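Both tests below were chosen only after the result was seen, and the test on histone genes after the values of single histone genes had been seen too.

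The 5 genes with the largest median log2 ratio of miCLIP over mRNA-seq over the 6 timepoints are non-coding, and the paper's text does not report miCLIP over mRNA-seq values for them. Their medians were 8.53 for snRNA:U2:34ABa, 7.63 for snRNA:U6:96Ac, 7.43 for CR40469, 7.33 for snRNA:U2:34ABb and 7.10 for snRNA:U2:14B. The ratio was positive in all 6 timepoints for each of them, with a lowest value of 4.42, for snRNA:U2:14B in T1. In miCLIP they rest on at least 313 reads in each library, above the level that a count of 0 allows, but in mRNA-seq on between 10 and 90 reads. The 3 U2 genes are copies of one another, so the split of reads between them is uncertain.

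Whole classes of RNA behaved in this way. Over tRNA, snRNA, snoRNA and 5S or 5.8S rRNA genes, the median log2 ratio lay between 4.89 (T3) and 7.05 (T6). In each class and timepoint most genes were higher in miCLIP than in mRNA-seq, with a lowest share of 72.7% (snoRNA, T1). A candidate explanation is that RNAs without a poly(A) tail are carried into the miCLIP libraries and removed from the mRNA-seq libraries. The share of 72.7% restates the pattern and decides nothing on this. The replication-dependent histone genes, whose mRNAs lack a poly(A) tail, were tested as 5 families by the log2 ratio of their summed values. The median over the timepoints was 6.69 for His2B and 4.72 for His4, but -0.03 for His3, -1.80 for His1 and -3.20 for His2A. The families go both ways, and reads of near-identical copies are not assigned with certainty, so this explanation stays open. The biological alternative, methylated adenosines in these RNAs, was not tested, since no library without the antibody was analysed here and CIMS calls on these genes were not examined. A preference of miCLIP for short genes cannot be told apart from these explanations. The shortest 5% of protein-coding genes had a median log2 ratio of at most -0.16 in any timepoint, which goes against such a preference, but they are longer than the non-coding genes, and at most 3 protein-coding genes lie in the middle of the length range of the non-coding genes.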

How the results depend on the processing

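None of the log2 ratios of *Ubx*, *Sxl* and *fl(2)d* changed sign under the settings tried. No paired analysis was possible because there is 1 library per assay and timepoint. The cause of each change below was not tested unless the setting itself shows it.

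The correlations between miCLIP and mRNA-seq kept within 0.1 of their value under Pearson correlation, without ribosomal protein genes and over genes with at least 20 reads. A pseudocount cannot change a rank correlation. Over all genes above 0 in either library, the T1 correlation was 0.801. Over genes with a mean FPKM of at least 10, the correlations were 0.440, 0.625, 0.656, 0.645, 0.540 and 0.0692 from T1 to T6. This filter admits a gene that is low in one library only if it is high in the other, which lowers a correlation by construction.

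The counts of genes over 2-fold higher in miCLIP moved by over 1.5 times under 3 settings. With each library scaled to a sum of 1000000 they were 684 in T1, 437 in T2 and 428 in T4. Over all genes above 0 in either library they were 1332 in T2, 1585 in T3, 1415 in T4, 1974 in T5 and 2736 in T6. At 1.5-fold, they were 2112 in T1, 1443 in T2, 1396 in T3, 1423 in T4 and 2295 in T5, as a lower threshold admits more genes. Among the genes in Supplementary Data 5, which lists genes with CIMS and a fold of at least 1.50 only, scaling gave 36 genes in T1, 45 in T2 and 124 in T4, and centring gave 61 in T1. At 1.5-fold there were 223 in T1, 198 in T2, 615 in T3 and 522 in T4, nearly all the matched genes, as the limit of the lists fixes. How many genes are enriched in T1, T2 and T4 thus depends on how the assays are scaled to each other, which these data do not settle. Scaling by the sum counts the mitochondrial large rRNA, which lowers the scaled ratios of other genes where it is higher in miCLIP. In T2 it made up 15.9% of the reads on genes in miCLIP and 0.715% in mRNA-seq.

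The transcription factor list stayed above the 95th percentile in T3 to T6 under all settings tried, but its percentile is at its upper limit of 100 there, and scaling or centring shifts the random lists as well. Its median log2 ratio did move when scaled, to 0.53 in T1, 0.15 in T2, 0.73 in T3, 0.51 in T4, 1.16 in T5 and 1.60 in T6. The percentile fell to the 87.0th percentile in T1 with a mean FPKM of at least 10 and to the 84.6th in T2 with random lists matched on the mRNA-seq value alone, which gave the 95.9th in T1. Over all genes above 0, its median log2 ratio in T1 was -0.22, at the 100th percentile.

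*Ubx* was over 2-fold higher in miCLIP under each setting. With a pseudocount of 0.1, its log2 ratio was 4.48 in T1, 4.91 in T2, 2.44 in T3 and 3.68 in T6, and without a pseudocount it was 4.79, 5.19, 2.45 and 3.71. The T1 and T2 values move because its mRNA-seq FPKM is below 1. Scaling gave 4.02 in T2 and 2.34 in T4, and centring 3.67 in T6.

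*Sxl* lies near 2-fold, so scaling decides on which side it falls. Scaled, its log2 ratio was 0.60, 0.81, 0.92 and 0.71 in T1 to T4 and 1.80 in T6. Centred, it was 0.84 in T1, 1.12 in T3, 1.08 in T4, 1.45 in T5 and 1.86 in T6. For *fl(2)d*, scaling gave 0.083 in T1, 0.97 in T2, 1.32 in T3, 1.09 in T4 and 1.99 in T6, and centring gave 0.35 in T1, 1.52 in T3 and 2.05 in T6. The rise of *Sxl* in mRNA-seq from T1 to T3 was 1.78 times when scaled and 2.58 times without a pseudocount. From T2 to T3 it was 2.94 times when scaled, 3.89 times with a pseudocount of 0.1 and 3.92 times without one. The highest over the lowest *Sxl* level of T3 to T6 was 4.79 when scaled.

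With an FPKM below 5 as not expressed, the shares of genes with intronic CIMS that were not expressed in T1 mRNA-seq were 35.5% for the T3 genes, 29.4% for T4, 44.6% for T5 and 50% for T6, and in T2 mRNA-seq 34.8% for the T3 genes. A higher threshold raises each share by construction. Without a pseudocount, the median difference between the mRNA-seq values of Supplementary Data 5 and the deposited values was 2.81e-06 in T2, 2.47e-06 in T3, 2.48e-06 in T4 and 2.55e-06 in T5.

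The T2 miCLIP library has the fewest reads on genes, 4251686, and 52.5% of genes are listed at 0 in T1 miCLIP. The mRNA-seq reads of *Ubx* in T1 and T2 number 72 and 77. With 1 library per timepoint, no setting shows how far a second library would differ.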

Differences from the paper's values

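None of the values that the paper states for a measure computed here differed from it by more than 1.5 times at the main settings. Some statements of the paper on a direction or a time differ from the values.

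The paper finds GO terms for transcription factors enriched in T3 to T6 and not in T1 or T2. By another measure, the median log2 ratio of a transcription factor list, this class lay above random lists in T1 (1.05) and T2 (0.52) too. The T1 median was -0.22 over all genes above 0 in either library, though still at the 100th percentile. The difference in T2 is not seen with random lists matched on the mRNA-seq value alone, which gave the 84.6th percentile, or in T1 over genes with a mean FPKM of at least 10, which gave the 87.0th. In T1, matching on the mRNA-seq value alone gave the 95.9th, near a level that 9 of 100 random lists passed on simulated data. These alternatives were set before the data were examined.

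The legend of Supplementary Fig. 12 places miCLIP reads at *fl(2)d* in the libraries after zygotic activation. Its miCLIP FPKM was 67.5 in T1 and 118.8 in T2, against 105.1 to 145.3 in T3 to T6, and the plot itself shows about 67 in T1 and about 120 in T2, read by eye. The lists of intronic CIMS for *fl(2)d* do lie in T3 to T5 only.

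The legend of Fig. 7a describes *Sxl* transcript at similar levels in T1 and T3, with less miCLIP signal in T1. The miCLIP FPKM of *Sxl* was 39.6 in T1 and 94.5 in T3, so it was lower in T1, as the legend has it. The mRNA-seq FPKM was 17.6 in T1 and 45.5 in T3, so these levels differ, and the log2 ratio of miCLIP over mRNA-seq was 1.12 in T1 and 1.04 in T3. Scaled to the same sum, the ratio was 0.60 in T1 and 0.92 in T3, and centred it was 0.84 and 1.12, which is in the direction of the legend. The scaled mRNA-seq level in T3 was 1.78 times that in T1.

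The legend of Fig. 7c speaks of miCLIP reads at *Sxl* in T3. The miCLIP FPKM of *Sxl* was between 27.3 (T2) and 94.5 (T3), and above 70 in each of T3 to T6.

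The legend of Supplementary Fig. 4 names modENCODE mRNA-seq data as the source for the comparison. The mRNA-seq values of Supplementary Data 5 lie within 0.001 on the log2 scale of the deposited mRNA-seq libraries of the same timepoints. Whether the plots used the same values was not analysed here.

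The paper describes *Sxl* transcript levels after T3 as near constant. With the pseudocount of 1, the highest was 2.08 times the lowest (2.13 without a pseudocount), and with each library scaled to a sum of 1000000, an alternative set before the data were examined, it was 4.79 times.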

Other observations

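The tests of stage and of read number in T6, of gene length for the transcription factors and of reads exchanged alike between all libraries for the late genes were chosen before their results were seen, and all other tests below were chosen only after the result was seen.

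T6 miCLIP ranks genes more like T5 mRNA-seq than like T6 mRNA-seq. The genes that change between these stages show it most. Of 310 protein-coding genes at an FPKM of at least 50 in T6 mRNA-seq and at least 5 times their T5 value, 166 (53.5%) were listed at 0 in T6 miCLIP, and their median log2 ratio was -6.47 (interquartile range -7.72 to -4.97). The 614 genes that rose as much from T4 to T5 had a median of -0.63 in T5, with 1 gene at 0. Conversely, 235 genes that fell at least 5 times from T5 to T6 in mRNA-seq had a median log2 ratio of 3.42 in T6 (2.19 to 5.04), against 1.10 for the 62 genes that fell from T4 to T5. The lower number of reads in T6 is argued against, since T5 miCLIP thinned to the T6 reads kept a correlation of 0.765 with T5 mRNA-seq. An exchange of the T5 and T6 miCLIP labels is also excluded, as T5 miCLIP correlated with T6 mRNA-seq at 0.538, below its value with T5. Little m6A on the transcripts that rise in T6 cannot be the only cause, since the genes that fall, with their median of 3.42, are then left unexplained. A candidate explanation that stays open is that the RNA in the T6 miCLIP library came from younger embryos than that in the T6 mRNA-seq library. Across 4802 genes, the change from T5 to T6 in miCLIP correlated with the mRNA-seq change from T5 back to T4 at 0.168 and with that from T5 to T6 at -0.0271. Both are small, and the paper states that aliquots of the same RNA were used for both assays. Whether the T6 mRNA-seq library came from older embryos instead was not tested. A change in which transcripts reach the miCLIP library in T6 was not tested either. In that library 11.8% of mapped reads lie on genes, and 1.96% of the reads on genes are 5S or 5.8S rRNA. The T6 ratios of single genes may carry this difference.

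T1 miCLIP follows its mRNA-seq library less closely than T2 miCLIP does, although it has 1.73 times as many reads on genes, which argues against read number. Thinned to the T2 reads, its correlation was still 0.578. Few distinct RNA molecules behind the T1 reads may explain it. The paper states that PCR duplicates were removed, so this would need copies that remained after that step, which was not tested. Protein-coding genes expected from mRNA-seq to have 50 to 100 reads were listed at 0 in 39.1% of cases in T1 and in 4.15% in T2. The share at 0 in T1 fell to 6.51% at 200 to 400 expected reads and to 0.145% at 800 to 1600. A loss of molecules at a single rate would give 2.34% at 300 reads, so the share fell more slowly than this simplest form of the explanation predicts. A second test was chosen after that one. For genes expected to have at least 6400 reads, the interquartile range of the log2 ratio was 0.717 in T1 (125 genes) and 0.682 in T2 (34 genes). At 200 to 400 expected reads it was 5.24 in T1. T6 miCLIP differs in kind, as 3.86% of genes were still at 0 at 800 to 1600 expected reads. An early change in methylation between T1 and T2 was not tested.

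At the main settings the transcription factor list lies above random lists in each timepoint, but in T1 and T2 not under each alternative. Transcription factor genes are long, with a median length 1.98 times that of all genes, and length and ratio were correlated across genes in T3 (Spearman 0.342). Length is not the whole cause here, since with random lists matched also on length the lowest percentile over the 6 timepoints was 99.96. Those lists were matched on the mean of the log2 values as well. Length was not combined with matching on the mRNA-seq value alone, which gave the 95.9th percentile in T1 and the 84.6th in T2. Long 5′ UTRs or long last exons, which are where the paper maps m6A, were not tested, and preferential methylation of this class stays open as a hypothesis.

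Genes of late embryos have reads in T1 mRNA-seq. The 189 genes with an FPKM of at least 50 in T5 and at least 5 times their T4 and T6 values had a median of 0.489% of their T5 value in T1, against 0.0654% in T2 and 0.0545% in T3. By medians, reads exchanged alike between all mRNA-seq libraries are argued against by the genes highest in T6, which had 0.0762% of their T6 value in T1. Reads or RNA carried from T5 into the T1 library alone are not excluded by that. Of 232 genes at an FPKM of at least 200 in T5 and at least 50 times their T3 value, the share in T1 had an interquartile range of 0.403% to 0.583%. The T1 reads of 10.8% of them (95% Wilson interval 7.41% to 15.4%) lay below the counting bound at the median share, and 25.4% lay above the upper bound. The share of 10.8% was past the limit set at first, which would have argued against a transfer from T5. After the value was seen, the rule was changed to need the whole interval past that limit. By the changed rule the share does not decide. Such a transfer cannot be told apart from an early presence of these transcripts. A few older embryos held by the mother and laid among those of T1 may explain the share of 0.489%, which is above that in T3. By their summed mRNA-seq values, the 189 genes had 0.570% of the T5 sum in T1, 0.155% in T2 and 0.160% in T3. The genes highest in T6 had 0.930% of their T6 sum in T1, 0.594% in T2 and 0.298% in T3. By sums they thus lay above the T5 genes in T1, so the argument against exchanged reads holds for medians only. In miCLIP, said to come from the same RNA, the sums of the 189 genes were 0.867% in T1, 0.564% in T2 and 0.735% in T3. For these 189 genes T1 does not stand out in miCLIP, and the explanation by older embryos remains open.

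*Ubx* has miCLIP reads in T1 and T2, equal to 3.87% and 3.61% of its reads in T3 to T6. The miCLIP libraries shared one lane, so exchanged reads were considered. The 127 other genes below an FPKM of 0.5 in T1 and T2 mRNA-seq and with over 3000 miCLIP reads in T3 to T6 had a median share of 0.0207% in T1 and 0.215% in T2. Exchange of reads would act on all of them alike and so cannot be the whole cause. In T1, 13 of the 127 genes had at least the share of *Ubx*, and in T2 none (0 of 127). A small maternal amount of highly methylated *Ubx* RNA was not tested.

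The intronic CIMS of *Sxl* fall from 7 in T3 to 2 in T4 to T6 together. From the reads on *Sxl* and the CIMS per read of each library, 5.39 were expected in T4 to T6. Loss of depth cannot be told apart from a change in methylation or in intron removal, since these 9 sites are few (exact binomial test, two-sided, p = 0.315) and reads over whole introns were not counted apart. At the intronic sites with a call, Supplementary Data 6 gives 88 miCLIP reads in T3 and 14 in T4, against 14719 and 4901 on the whole gene. The fall at these sites is steeper, but only sites with a call are listed, so it is not independent of the number of calls.

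The m6A factors themselves varied in miCLIP over mRNA-seq. As deposited, *nito* was higher in miCLIP in all 6 timepoints, with log2 ratios of 0.15 to 0.66, but at -0.25 in T2 with each library scaled to the same sum. *YT521-B* was higher in all 6, between 0.55 and 1.62, and stayed so when scaled or centred. *vir* was lower in all 6, between -2.32 and -0.09, with 0.06 in T6 when centred. *CG7818*, which encodes METTL14, was lower in 5 of 6 under each of these scales, with its lowest value as deposited, -3.80, in T1. *CG6422* had -1.90 in T1 and between 0.08 and 0.48 afterwards, with -0.09 in T2 when scaled. *Ime4* was at 1.36 in T1 and -0.52 in T4. It was listed at 0 in T5 and T6 miCLIP, where its mRNA-seq values rest on 149 and 180 reads.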
